# Chromatin variation associated with liver metabolism is mediated by transposable elements

**DOI:** 10.1186/s13072-016-0078-0

**Published:** 2016-07-08

**Authors:** Juan Du, Amy Leung, Candi Trac, Michael Lee, Brian W. Parks, Aldons J. Lusis, Rama Natarajan, Dustin E. Schones

**Keywords:** Chromatin accessibility, Transposable element, Transcription factor, DNA methylation, FAIRE-seq

## Abstract

**Background:**

Functional regulatory regions in eukaryotic genomes are characterized by the disruption of nucleosomes leading to accessible chromatin. The modulation of chromatin accessibility is one of the key mediators of transcriptional regulation, and variation in chromatin accessibility across individuals has been linked to complex traits and disease susceptibility. While mechanisms responsible for chromatin variation across individuals have been investigated, the overwhelming majority of chromatin variation remains unexplained. Furthermore, the processes through which the variation of chromatin accessibility contributes to phenotypic diversity remain poorly understood.

**Results:**

We profiled chromatin accessibility in liver from seven strains of mice with phenotypic diversity in response to a high-fat/high-sucrose (HF/HS) diet and identified reproducible chromatin variation across the individuals. We found that sites of variable chromatin accessibility were more likely to coincide with particular classes of transposable elements (TEs) than sites with common chromatin signatures. Evolutionarily younger long interspersed nuclear elements (LINEs) are particularly likely to harbor variable chromatin sites. These younger LINEs are enriched for binding sites of immune-associated transcription factors, whereas older LINEs are enriched for liver-specific transcription factors. Genomic region enrichment analysis indicates that variable chromatin sites at TEs may function to regulate liver metabolic pathways. CRISPR-Cas9 deletion of a number of variable chromatin sites at TEs altered expression of nearby metabolic genes. Finally, we show that polymorphism of TEs and differential DNA methylation at TEs can both influence chromatin variation.

**Conclusions:**

Our results demonstrate that specific classes of TEs show variable chromatin accessibility across strains of mice that display phenotypic diversity in response to a HF/HS diet. These results indicate that chromatin variation at TEs is an important contributor to phenotypic variation among populations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0078-0) contains supplementary material, which is available to authorized users.

## Background

Accessible (open) chromatin is a common feature of active regulatory regions in eukaryotic genomes [1, 2]. The cell type-specific accessibility of chromatin allows regulatory factors to bind to the underlying DNA, leading to tightly regulated gene expression [1, 3, 4]. Accessible chromatin regions have been shown to be variable among different individuals [1, 5, 6], and these variable chromatin sites have been shown to be associated with complex traits and disease susceptibility [7]. However, the mechanisms underlying chromatin accessibility variation, and the processes through which this variation impacts phenotypic diversity, remain poorly understood.

Initial investigations into the relationship between variation of chromatin accessibility and genetic variation have begun to elucidate some principles. Examination of chromatin signatures in individuals with diverse ancestries revealed extensive variation in regulatory regions and evidence of heritability of these signatures [6]. Chromatin accessibility profiling in human lymphoblastoid cell lines revealed the association of chromatin accessibility signatures with genetic variants which are associated with the expression of nearby genes and potentially phenotypic diversity in humans [5, 8]. A study in erythroblasts from eight strains of inbred mice found that approximately 1/3 of variable open chromatin sites can be explained by single nucleotide variants and that these variants were associated with complex traits and disease [7]. While these pioneering studies have provided some insight into the drivers of chromatin variation, the majority of chromatin variation across the genome remains unexplained.

In addition to single nucleotide variants, transposable elements (TEs) constitute a major portion of genomic variation [9, 10]. Approximately 50 % of the human genome and 40 % of the mouse genome are derived from TEs [11, 12]. TEs can affect nearby gene activity and have been linked to complex traits and diseases, including cancer and diabetes [13, 14]. Due to the deleterious nature of TE transposition, mammalian systems have a number of transcriptional and posttranscriptional mechanisms to silence TEs [15]. The major mechanisms responsible for the suppression of TE transposition are DNA methylation, histone methylation and RNA interference [15–17]. Most DNA methylation in mammals occurs within TE sequences in order to transcriptionally suppress TE activities [17, 18]. Indeed, in somatic cells, most TEs are epigenetically silenced by DNA methylation [19]. However, studies have shown that specific TEs can be derepressed in a tissue-specific manner [19–21]. For example, tissue-specific DNA hypomethylation within TEs has been shown to contribute to novel regulatory networks [19].

There is growing evidence that TEs have evolved for the benefit of the host, contributing to host genome expansion and genetic innovation [22]. TEs can regulate gene expression by functioning as distal enhancers, alternative promoters or alternative splicing signals [19, 20, 23, 24]. Chromatin accessibility at TEs has been associated with the transcription of nearby genes in a tissue-specific manner [25, 26]. Many binding sites for transcription factors (TFs) have been characterized within specific TE sequences [26, 27]. Analysis of TE-associated TF binding sites in different species has further suggested that the expansion of the mammalian TF binding repertoire has been mediated by TE transposition [24, 27]. Given the prevalence of TE sequences and their potential regulatory functions, we hypothesized that TEs can play a regulatory role in mouse liver, and the chromatin accessibility variation at TEs among different individual may drive phenotypic diversity among them.

To study the roles of TEs in chromatin accessibility variation, we chose seven strains of inbred mice that have differential response to a “western” high-fat, high-sucrose (HF/HS) diet [28] and performed genome-wide chromatin accessibility profiling in liver tissue using FAIRE-seq [29]. Given that TEs are typically repressed in somatic cells [15, 17], we expected that most TE sequences would be less accessible in mouse liver. Interestingly, we found that a substantial fraction of variable chromatin sites are at TEs. Furthermore, TE-associated region of chromatin variations among different strains regulates nearby metabolic genes. Taken together, our study shows that TE loci are sources of chromatin accessibility variation and metabolic gene regulation among different inbred strains, which may further impact phenotypic diversity in livers of different strains of mice.

## Results

### Chromatin accessibility variation observed in livers of mice with differential phenotypes

Previous studies have reported strain-specific heterogeneity in physiological response to HF/HS diet feeding [28, 30]. In this study, we chose male mice from seven commonly used inbred strains of mice: A/J, AKR/J, BALB/cJ, C57BL/6J, C3H/HeJ, CBA/J and DBA/2J. These mice display diverse body fat percentage change after 8 weeks of HF/HS feeding, ranging from an average increase of 70 % (BALB/cJ) to over 200 % (C57BL/6J) [28]. We also observed significant variation of liver phenotypic markers, including liver triglyceride content (Additional file 1: Figure S1) [31], as expected given the important metabolic functions of the liver [32].

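Open chromatin was profiled in livers of male mice from 7 inbred strains, C57BL/6J, DBA/2J, A/J, BALB/cJ, AKR/J, CBA/J and C3H/HeJ. The mice had eaten the HF/HS diet for 8 weeks, starting at 8 weeks of age, with 2 mice per strain. FAIRE-seq recovers DNA that is not bound by nucleosomes from formaldehyde-fixed tissue and sequences it, so that accessible regions appear as peaks of reads. The authors kept reads that mapped to a single location of mm9 carrying the strain's own SNPs, called peaks with F-seq in each library and kept the peaks that the irreproducible discovery rate (IDR) framework found in both replicates. Each strain therefore has 1 deposited list of reproducible peaks, with a start, an end and the authors' F-seq signal value (a score) for each peak. The replicates are not kept apart in these lists, so values per strain have no replicate error. The paper's Table S1 gives 12159127 to 23766117 filtered reads per library of the inbred strains, with a median of 18530982. A site was counted as called in a strain where a peak of that strain overlapped it by at least 1 bp. A site that was not called can still be accessible below the threshold of the caller. Signal values were compared as percentiles within a strain, since each list has its own scale. Ranks from lists of different lengths show no change in accessibility. Unranked signal entered only an alternative for the spread, on log2 signal, and the median signal of each list. Both depend on the scale of the lists. Confidence intervals are exact Clopper-Pearson intervals at the 95% level and cover counting error only, since neighbouring sites are not independent.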

To profile chromatin accessibility at a genome-wide level, we performed FAIRE-seq [29] in livers from male mice of the seven strains after 8 weeks of HF/HS feeding (two biological replicates for each strain). In order to mitigate alignment biases, we created strain-specific pseudo-genomes using known single nucleotide polymorphisms (SNPs) [33], as described previously, and mapped the reads for each strain to the corresponding pseudo-genome [7]. With the aligned reads, we utilized F-seq [34] with the IDR framework [35] to identify reproducible peaks from our FAIRE-seq data for each of the seven strains. Using this approach, on average 29,752 reproducible accessible chromatin sites were identified in each individual strain (Additional file 1: Table S1). 

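The lists held between 26769 peaks in DBA/2J and 30613 in CBA/J, with a mean of 29752 ± 1348 (SD, n = 7 strains). The other strains had 29914 peaks (A/J), 29923 (AKR/J), 30077 (BALB/cJ), 30370 (C3H/HeJ) and 30598 (C57BL/6J). DBA/2J also had the narrowest peaks, with a median width of 376 bp, and the least covered sequence, 12.4 Mb. BALB/cJ had the widest, with a median of 542 bp and 20.5 Mb covered. Within each list no peak overlapped or touched another, so merging left every number as it was.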

Combining the sites from the seven strains, we found a union set of 50,775 open chromatin sites. 

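Merging the 7 lists gave 50775 sites with a median width of 494 bp, which cover 33.6 Mb. Of these, 14087 (27.7%) were called in all 7 strains and 15752 (31.0%) in a single strain. The remaining sites were spread over 2 to 6 strains, with 3232 to 5316 sites at each number. The transcription start site (TSS) of an annotated gene lay within 1 kb of 33.8% of the sites (95% confidence interval 33.4 to 34.2%).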

To identify sites that display variation in chromatin accessibility among the strains, we compared quantile-normalized read counts at the union set of sites using the DESeq package [7, 36]. We ranked sites by their adjusted *p* values (Additional file 1: Figure S2a) and selected the top 5 % as the most variable set of sites (2539 sites; adjusted *p* < 1.21e-9). Similarly, we classified the bottom 5 % of sites as the common set of sites. 

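Each of the 2539 variable sites in the deposited list has the same start and end as a site of the recomputed union. They were unevenly placed along the genome. Another variable site lay within 100 kb of 52.6% of them, against a mean of 45.5% in 1000 random draws of union sites with the same number per chromosome (highest draw 49.3%, two-sided permutation p = 1e-03, the smallest that 1000 draws can give). At 1 Mb the share was lower than in the draws (88.8% against 90.6%, two-sided permutation p = 0.002). The 1 Mb window with the most variable sites, 31, lies on chromosome 8 of mm9, with the midpoints of its first and last variable site at 19685231 and 20031663. Windows with 26 variable sites each lay on chromosome 11 (3027439 to 4012438) and on chromosome 17 (35293380 to 36258544), the latter over genes of the major histocompatibility complex such as H2-D1 and H2-Q4. Another window of chromosome 8 also holds 26. How well reads map to a single location in these windows was not tested.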

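Variable sites were called in fewer strains than common sites, 2.81 ± 2.03 against 4.43 ± 2.47 strains per site (SD over 2539 sites each; two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Of the common sites, 1004 (39.5%) were called in all 7 strains, compared with 187 (7.37%) of the variable sites. A peak in some but not all strains was found at 92.6% of variable and 60.5% of common sites (Fisher's exact test, two-sided, odds ratio 8.23, p = 4.6e-173). Without A/J these shares were 59.1% and 56.9%, and the odds ratio was 1.09 (Fisher's exact test, p = 0.118). These shares keep all 2539 sites of each set, among them 765 variable and 14 common sites called in A/J only, which have no peak left. Of the 1774 other variable sites, 1501 had a peak in some but not all remaining strains. For the common sites the count was 1445 of 2539, with the 14 called in A/J only still included. The fall in the odds ratio therefore does not show that the difference rests on A/J. The SD between strains of a site's percentile, with strains that had no peak set to percentile 0, had a median of 19.6 at variable and 6.25 at common sites (two-sided permutation test, p = 1e-05). With those strains left out it was 18.2 at 1104 variable and 7.14 at 1702 common sites (two-sided permutation test, p = 1e-05). Without A/J, with strains that had no peak at percentile 0 and all sites kept, the medians were 13.9 and 5.89 (two-sided permutation test, p = 1e-05). Both sets were chosen by the authors on the same libraries, so these tests describe the lists and are not independent evidence. A TSS lay within 1 kb of 32.6% of variable and 35.5% of common sites (Fisher's exact test, two-sided, p = 0.0306), and of 23.7% of the variable sites other than those called in A/J only. By chromosome, variable sites were more frequent than common sites on X (24 against 8, adjusted p = 0.0408) and Y (8 against 0, adjusted p = 0.0408), at the threshold on chromosome 7 (232 against 182, adjusted p = 0.05), and less frequent on chromosomes 2 (146 against 210, adjusted p = 0.0109) and 16 (48 against 83, adjusted p = 0.0261), by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 21 chromosomes. Against all other union sites, X did not pass and its share was lower at variable sites (0.945% against 1.19%, odds ratio 0.794, Fisher's exact test, adjusted p = 0.381), while chromosome 17 passed with more variable sites (adjusted p = 5.2e-04). Without the sites called in A/J only, chromosome 7 did not pass (Fisher's exact test, adjusted p = 0.171), and chromosomes 1 (more variable sites, adjusted p = 0.00675) and 5 (fewer, adjusted p = 0.0159) did.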

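Of the variable sites, 1467 (57.8%) were called in 2 or more of the 7 strains and 1072 (42.2%) in a single strain. The single-strain sites were unevenly divided. A/J had 765 of them (71.4%, or 30.1% of all variable sites), and each of the other strains had at most 105. A/J had a peak at 64.4% of the variable sites (95% confidence interval 62.5 to 66.3%), and the highest share in another inbred strain was 44.0%. The variable sites called in A/J only were richer in GC, with a mean of 64.6% ± 5.80 (SD, 765 sites), than the 307 called in 1 other strain only, with 49.5% ± 6.64 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). They also lay near genes more often, with a TSS within 1 kb of 53.2% of them against 6.84%. Peaks of A/J had a mean GC content of 60.1%, and those of the other inbred strains 54.8% to 56.6%. Among the inbred strains, A/J had the fewest filtered reads in the paper's Table S1, 12331312 and 12159127. Among the sites called in several strains, 5 were listed for having the largest SD between strains, which counts a strain with no peak as percentile 0. The first lies on chromosome 13 from 55530583 to 55531050, 2429 bp upstream of F12, which encodes coagulation factor XII, and was called in AKR/J, C57BL/6J, DBA/2J and both recombinant strains at percentiles of 83.1 to 95.9. Others lie at the TSS of Fggy (chromosome 4, 95223923 to 95224522; AKR/J, C57BL/6J, C3H/HeJ and CBA/J), in an intron of Scyl2 (chromosome 10, 89133005 to 89133613; C57BL/6J, C3H/HeJ and CBA/J), 36183 bp upstream of Rhou (chromosome 8, 126141192 to 126141646; AKR/J, C3H/HeJ, CBA/J and DBA/2J) and on chromosome 9 from 88494117 to 88494742 (called in C57BL/6J, C3H/HeJ, A/J, AKR/J and BALB/cJ). From the clustering of read counts at variable sites in Figure S2b, the paper infers that no strain so dramatically unlike the rest accounts for the variability.

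**Figure D1:**
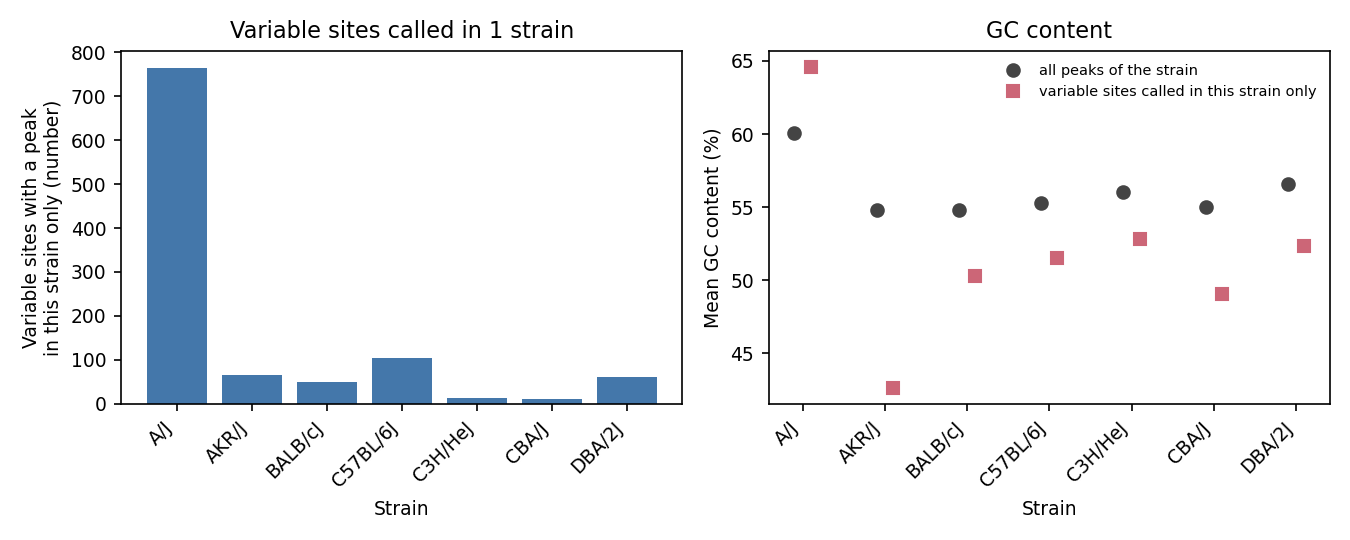
Number of variable sites with a peak in 1 of the 7 inbred strains only (bars, left) and mean GC content in percent of all peaks of a strain (circles) and of the variable sites called in that strain only (squares, right). A/J has 765 such sites, with a mean GC content of 64.6%.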

Variable sites display substantial heterogeneity in patterns of chromatin accessibility across the strains (Additional file 1: Figure S2b), indicating that the observed variability is not due to one strain being dramatically different from the others. Examples of variable and common chromatin sites are shown in Fig. 1.

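The variable site of Fig. 1 at Adi1, which encodes acireductone dioxygenase 1, lies in the last part of the gene on chromosome 12 from 29366569 to 29367054 (mm9), in an annotated exon. Of the 7 inbred strains it was called in C57BL/6J alone, at the 68.6th percentile of that strain's signal values, and of the recombinant strains in BXH2/TyJ. At the TSS of Adi1, a site from 29359869 to 29360979 was called in all 7 strains and is in neither set. Lipc, which encodes hepatic lipase, holds 2 common sites on chromosome 9. The site from 70711115 to 70711414, in an intron, was called in A/J, BALB/cJ and C3H/HeJ, at percentiles of 4.09 to 12.8. The site from 70783810 to 70784080 was called in BALB/cJ and C57BL/6J, at percentiles of 6.25 and 10.0. Both were also called in BXH2/TyJ and BXH19/TyJ. Both are weak sites near the threshold of the caller, where a missing call is not evidence of a difference.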

**Fig. 1:**
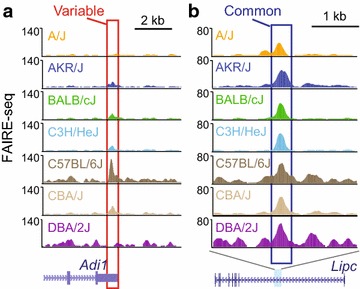
Chromatin accessibility across inbred strains of mice. Genome browser view of FAIRE-seq tracks for seven strains and RefSeq genes illustrating **a** a variable chromatin site (*boxed* in *red*) at the *Adi1* locus and **b** a common chromatin site (*boxed* in *blue*) at the *Lipc* locus

Given that SNPs have been shown to contribute to chromatin variation in mouse erythroblasts [7], we first tested whether SNPs are associated with chromatin variation in the liver (see “Methods” section), and found that 30 % (764/2539) of the most variable chromatin sites have underlying SNPs that are associated with chromatin variation among the seven strains (Additional file 1: Figure S3a, b). This result is consistent with a previous study using erythroblasts from eight strains of inbred mice [7]. While this analysis provides a genetic explanation for ~1/3 of chromatin variation, the majority of chromatin variation among the inbred strains remained unexplained.

### Chromatin variability at TEs across inbred strains

Previous studies have shown that TEs contribute to regulatory networks in mammalian genomes [26]. We therefore reasoned that TEs could influence chromatin accessibility variation among inbred strains. Given that TEs are typically repressed/silenced in somatic cells [15, 17], we expected that TEs would be less enriched at sites of chromatin accessibility compared with random sites. To test this, we examined the prevalence of TEs in all accessible chromatin sites utilizing the RepeatMasker [37] annotation of TEs. As expected, sites of accessible chromatin are less likely to overlap instances of four classes of TEs (DNA transposons and the retrotransposon classes of LINEs (long interspersed nuclear elements), SINEs (short interspersed nuclear elements) and LTRs (long terminal repeats)) compared to random sites in the genome (34 vs. 54 %, *p* < 2.2 × e^−16^, Fisher’s exact test; Additional file 1: Figure S4a, b). These percentages are comparable to a previous study using DNase I hypersensitivity data sets from human tissues [26].

Interestingly, although TE sequences generally display less accessible chromatin, there are more TEs observed at variable chromatin sites than at common chromatin sites (37 vs 32 %, *p* = 0.001, Fisher’s exact test; Additional file 1: Figure S4c, d). Furthermore, two specific classes of retrotransposons, LINEs and LTRs, are significantly more enriched at variable chromatin sites compared with common chromatin sites (Fig. 2a, b; LINE: *p* = 3.7 × e^−13^; LTR: *p* = 4.5 × e^−13^, Fisher’s exact test). As an example, the variable chromatin site at the *Adi1* locus in Fig. 1a coincides with a LTR (Additional file 1: Figure S4e). In contrast, SINEs are more enriched at common chromatin sites compared with variable sites (Fig. 2c, *p* = 0.00017, Fisher’s exact test). DNA transposons are not enriched at either variable or common sites (Additional file 1: Figure S5a, *p* = 0.37, Fisher’s exact test).

**Fig. 2:**
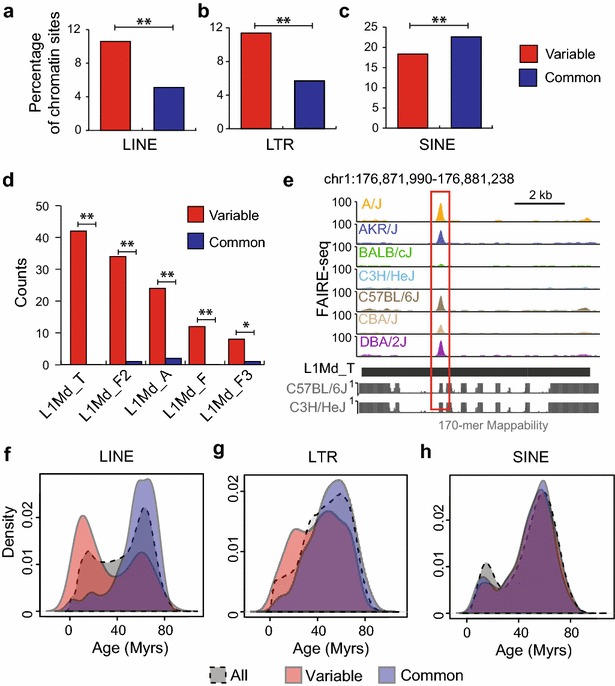
Specific subfamilies of TEs are enriched for variable chromatin sites. **a**–**c** Percentage of variable and common chromatin sites overlapping **a** LINEs, **b** LTRs and **c** or SINEs (**indicates *p* < 0.001, Fisher’s exact test). **d** Numbers of variable (*red*) or common (*blue*) chromatin sites overlapping certain subfamilies of TEs (*p < 0.05, **p < 0.001, Fisher’s exact test). **e** Genome browser view of a variable chromatin site in an L1Md_T element. The 170-mer mappability tracks for the reference genome and one representative pseudo-genome are shown below. **f**–**h** Age distribution of all TEs and TEs at variable or common chromatin sites for different classes of TEs, including **f** LINEs, **g** LTRs and **h** SINEs. *Myrs* million years

### Variable chromatin sites are enriched at evolutionarily younger LINEs

Since specific subfamilies of TEs can play specific role in gene regulation [27, 38], we next investigated whether variable chromatin sites are enriched for specific families of TEs. Similar to previous analysis [24], we used the RepeatMasker [37] annotation of TE families and subfamilies and tabulated the occurrences of TEs from each subfamily at variable or common chromatin sites (Additional file 2: Table S2). 

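The paper's Table S2 counts the elements of each TE subfamily at variable, common and random sites. From its counts, with the 2539 sites of each set as denominators, 5 of 336 subfamilies differed between variable and common sites, each with more elements at variable sites (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over all subfamilies). Of these, 4 were L1Md subfamilies. L1Md_T had 42 elements at variable and 0 at common sites (Fisher's exact test, adjusted p = 1.3e-10), L1Md_F2 had 34 and 1 (adjusted p = 3.2e-07), L1Md_A had 24 and 2 (adjusted p = 1.1e-03) and L1Md_F had 12 and 0 (adjusted p = 0.0324). The other was the endogenous retrovirus IAPEz-int, with 15 and 0 (Fisher's exact test, adjusted p = 0.00502). L1Md_F3, with 8 and 1, had p = 0.0389 by Fisher's exact test and an adjusted p of 0.688. The counts are the paper's, and the tests were computed from them. Since no repeat annotation was used here, elements were also sought by sequence. A site was called L1-like where BLAST aligned it to the drawn L1Md_T or L1Md_F2 locus with at least 90% identity over at least 150 bp. By this definition, chosen after the data were examined, 113 variable sites (4.45%, 95% confidence interval 3.68 to 5.33%) and 1 common site were L1-like (Fisher's exact test, two-sided, p = 3.2e-33). L1Md_T was the closer match for 91 of the 113 and L1Md_F2 for 22. The common site, on chromosome 1 from 24618206 to 24623189, was called in every strain at the 100th percentile. It overlaps exons of Gm10222 and Gm10925. With at least 90% identity over 200 bp required, 0 common sites were L1-like, so its match at this identity is shorter. Its rank therefore cannot be assigned to L1 sequence. The L1Md_T element of Fig. 2e holds a site on chromosome 1 from 176875061 to 176875350 (mm9), in intergenic sequence. It was called in A/J, AKR/J, C57BL/6J and DBA/2J, at the 59.1st, 30.5th, 69.3rd and 87.6th percentile, and not in BALB/cJ, C3H/HeJ or CBA/J.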

Intriguingly, we found that several L1Md subfamilies are significantly enriched at the variable sites compared with common sites (Fig. 2d, e). These L1Md subfamilies of TEs are evolutionarily younger compared with other TEs with the average age of L1Md_T, L1Md_F2, L1Md_A, L1Md_F and L1Md_F3 being 8.27, 15.06, 8.05, 30.29 and 12.05 million years, respectively (see “Methods” section) [27, 37]. Furthermore, the accessibility of chromatin at younger L1Md subfamilies seems to be strain specific, where strains with higher chromatin accessibility at one young L1Md subfamily also showed higher accessibility for other young L1Md subfamilies (Additional file 1: Figure S6). 

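At the 113 L1-like variable sites, A/J and DBA/2J were each called at 94 (83.2%), C57BL/6J at 76 (67.3%), AKR/J at 67 (59.3%), CBA/J at 35 (31.0%), C3H/HeJ at 4 (3.54%) and BALB/cJ at 1 (0.885%). Sites closer to L1Md_T and sites closer to L1Md_F2 ranked the strains alike. Across the 7 strains, the numbers of called L1Md_T-like and L1Md_F2-like sites had a Pearson's r of 0.992 (exact permutation test, two-sided, p = 7.9e-04) and a Spearman's rho of 0.955 (exact permutation test, two-sided, p = 0.00317). Without BALB/cJ and C3H/HeJ, the strains farthest from the median, r was 0.982 (exact permutation test, p = 0.0333, 5 strains). The libraries differ too. BALB/cJ, C3H/HeJ and BXH19/TyJ, the strains with the fewest L1-like calls, kept 66.8%, 68.8% and 64.2% of their reads after filtering in the paper's Table S1, and the other strains 85.3 to 94.9%. Across the 9 strains, the share of reads kept and the share of L1-like sites called had a Pearson's r of 0.907 (exact permutation test, two-sided, p = 0.00193) and a Spearman's rho of 0.803 (exact permutation test, two-sided, p = 0.0124), and without BXH19/TyJ and BALB/cJ r was 0.869 (exact permutation test, p = 0.0183). The orders are not the same, since A/J kept 87.0% and AKR/J 87.5%, and CBA/J, with 85.3%, was called at far fewer sites than A/J. BXH2/TyJ and BXH19/TyJ derive from C57BL/6J and C3H/HeJ, so the 9 strains are not independent units of these tests. For the share of the other variable sites called, r was 0.318 (exact permutation test, p = 0.439) and rho 0.217 (exact permutation test, p = 0.581), and for the median signal of a list against L1-like calls r was -0.859 (exact permutation test, p = 0.00212) and rho -0.778 (exact permutation test, p = 0.0182), among 3 relations tested. Without BALB/cJ and C3H/HeJ the relation with signal did not pass (r = -0.686, exact permutation test, p = 0.096). The low calls in some strains therefore cannot be separated from their libraries.

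**Figure D2:**
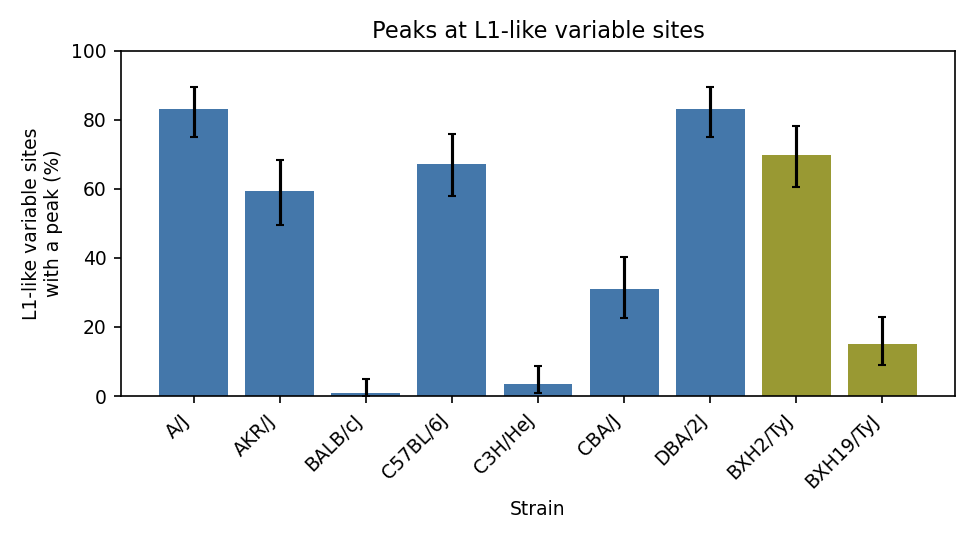
Share in percent of the 113 L1-like variable sites with a peak in each inbred strain (blue) and each recombinant strain (olive); error bars are exact 95% binomial confidence intervals. The share runs from 0.885% in BALB/cJ to 83.2% in A/J and DBA/2J, and is 69.9% in BXH2/TyJ and 15.0% in BXH19/TyJ.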

Given that evolutionarily younger LINEs have diverged less and therefore contain less unique sequence, we assessed the potential of mapping biases by generating mappability tracks for the reference genome and representative pseudo-genomes for 170-mers, the average length of our mapped fragments (see “Methods” section).

To begin to access the potential association between genotype and strain-specific accessibility at young L1Mds, we profiled chromatin accessibility from two recombinant inbred strains, BXH2/TyJ and BXH19/TyJ, derived from C57BL/6J and C3H/HeJ. 

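BXH2/TyJ and BXH19/TyJ are recombinant inbred strains, whose chromosomes are mosaics of fixed segments from C57BL/6J and C3H/HeJ. Their livers were profiled in the same way, and each strain has 1 deposited list, of 30371 peaks (BXH2/TyJ) and 30499 (BXH19/TyJ). The paper's Table S1 gives 8934168 to 23160629 filtered reads for the 4 libraries. The authors aligned these reads to mm9 and to the C3H/HeJ pseudo-genome, and state that the results were similar with both. The sources used here do not say which alignment the lists come from. Over the union of the 4 strains, 12902 sites had a peak in only one of the parents. At these, BXH2/TyJ had the state of C57BL/6J at 44.2% (95% confidence interval 43.3 to 45.1%) and BXH19/TyJ at 43.2% (42.3 to 44.1%; exact binomial tests against an equal share, two-sided, p = 9.5e-40 and 6.8e-54). A peak of C57BL/6J alone was also called in BXH2/TyJ at 32.4% of 6123 sites, and a peak of C3H/HeJ alone at 45.1% of 6779. In BXH19/TyJ these shares were 33.2% and 47.7%. A site with no call counts as the state of the parent without a peak. The shares of parental state therefore depend on how often peaks are called, and do not measure inheritance from either parent. At the variable sites among the 12902, BXH2/TyJ had the state of C57BL/6J at 56.5% (53.0 to 60.1%) and BXH19/TyJ at 37.6% (34.2 to 41.1%) of 771. Sites on one segment are inherited together, so the intervals and tests take too many independent units.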

C57BL/6J has higher accessibility at younger L1Mds than does C3H/HeJ (Additional file 1: Figure S6). 

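Of the 113 L1-like variable sites, 72 had a peak in C57BL/6J and none in C3H/HeJ, and 0 had the opposite pattern. BXH2/TyJ had a peak at 61 of the 72 (84.7%) and BXH19/TyJ at 11 (15.3%). At 50 sites BXH2/TyJ had a peak and BXH19/TyJ had none, and at 0 sites was it the other way round (exact binomial test, two-sided, p = 1.8e-15). At the 454 other variable sites called in C57BL/6J and not in C3H/HeJ, the shares were 52.2% in BXH2/TyJ and 34.6% in BXH19/TyJ. In 1000 draws of 72 of those variable sites with the same number per chromosome, BXH2/TyJ was called at 30.6 to 68.1% and BXH19/TyJ at 19.4 to 51.4%, so that both observed shares lay outside every draw. BXH2/TyJ and C57BL/6J kept most of their reads after filtering and BXH19/TyJ and C3H/HeJ lost more, so the strains and their libraries differ together. From the heatmap of Figure S7a, the paper states that BXH2/TyJ resembles C57BL/6J and BXH19/TyJ resembles C3H/HeJ at these elements.

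**Figure D3:**
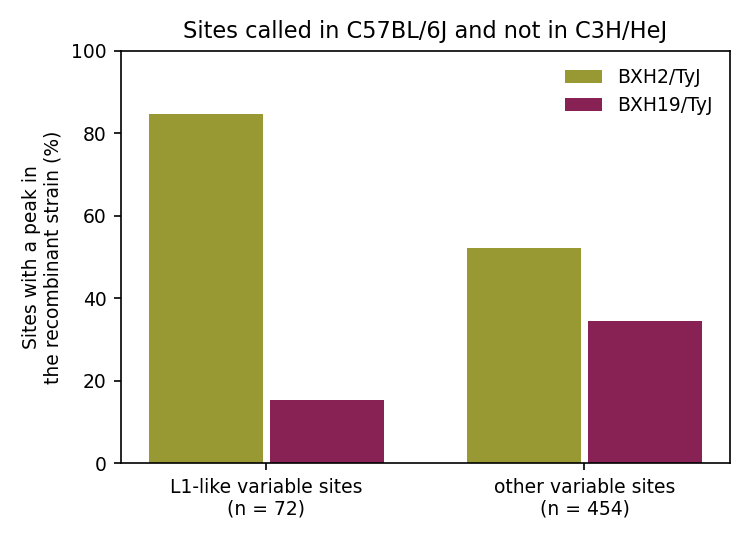
Share in percent of variable sites called in C57BL/6J and not in C3H/HeJ that have a peak in BXH2/TyJ (olive) or BXH19/TyJ (purple), for 72 L1-like and 454 other sites. The L1-like sites show 84.7% and 15.3%, and the others 52.2% and 34.6%.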

Interestingly, BXH2/TyJ has similar accessibility at young L1Mds compared with that of C57BL/6J, while BXH19/TyJ is more similar to C3H/HeJ (Additional file 1: Figure S7a). We further assessed whether the L1Mds that are commonly accessible in C57BL/6J and BXH2/TyJ but not C3H/HeJ and BXH19/TyJ can be explained by local genetic variants. We found 35 % (14/40) of these L1Mds are regions where C57BL/6J and BXH2/TyJ share a genotype at the locus, while C3H/HeJ and BXH19/TyJ share a different genotype (Additional file 1: Supplementary methods). 

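The L1-like sites of the union that were called in C57BL/6J and BXH2/TyJ and in neither C3H/HeJ nor BXH19/TyJ numbered 75, of which 50 are variable sites. The 50 lie on 18 chromosomes, with 7 on chromosome 8, 6 on chromosome 3 and 3 on the X chromosome. Genotypes of the recombinant strains were not analysed here.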

Given the known roles of suppressor proteins and epigenetic modifications in controlling chromatin accessibility [15], it is not surprising that local genetic variation does not explain all of chromatin variation. Nevertheless, we did find examples where accessibility of LINE corresponds to the genotype (Additional file 1: Figure S7b).

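The L1Md_T-like site between Prmt9 (annotated as Prmt10), a protein arginine methyltransferase, and Tmem184c lies on chromosome 8 from 80111763 to 80112066 (mm9), in intergenic sequence 22058 bp downstream of the TSS of Tmem184c. It is a variable site and was called in A/J, AKR/J, C57BL/6J, DBA/2J and BXH2/TyJ, at percentiles of 50.2, 26.0, 22.4, 55.6 and 13.0. It was not called in BALB/cJ, C3H/HeJ, CBA/J or BXH19/TyJ.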

Given that sites of variable chromatin are enriched for evolutionarily younger families of LINE elements compared with common sites, we next asked whether TEs at variable sites are in general evolutionarily younger than those at common sites. We again separated TEs into four classes (DNA transposons and SINE, LINE and LTR retrotransposons) and plotted the distribution of the evolutionary age of all elements as well as those at variable and common sites separately in each of the classes (Fig. 2f–h; Additional file 1: Figure S5b). Strikingly, we found that LINEs at variable chromatin sites display a bimodal distribution for age, with one subgroup of evolutionarily younger LINEs being prominently variable (Fig. 2f). In contrast, LINEs that overlap common chromatin sites are in general evolutionarily older (Fig. 2f, *p* < 2.2 × e^−16^). This difference between variable and common sites was further exemplified when we grouped individual LINEs into subfamilies (Additional file 1: Figure S8a). We observed a similar, albeit less dramatic, trend for LTR elements (Fig. 2g, *p* = 2.7 × e^−7^, Wilcoxon's rank-sum test). However, for SINE elements, there was no significant age difference observed between variable and common chromatin sites (Fig. 2h, *p* = 0.22, Wilcoxon's rank-sum test). DNA transposons that overlap variable chromatin show slight enrichment at older elements (Additional file 1: Figure S5b, *p* = 0.049, Wilcoxon's rank-sum test). However, DNA transposons contribute to a much smaller population of variable chromatin sites as compared to other classes of TEs (Fig. 2a–c, Additional file 1: Figure S5a). These results indicate that younger TEs, especially LINEs, display increased variation in regulatory potential across strains of mice and therefore may be involved in more recent adaptations of regulatory networks.

### Increased chromatin accessibility at younger LINEs

In order to understand the regulatory roles of younger LINEs, we examined the chromatin accessibility differences at all LINEs ranked by their evolutionary age (Fig. 3a). To better examine the coverage of all mappable (but not necessarily unique) reads from FAIRE-seq data at repetitive elements, we mapped FAIRE-seq reads to the mouse genome using bowtie2 [39], which is capable of mapping non-unique reads from highly similar TE elements to a given subfamily of TE [40] (see “Methods” section). To examine chromatin accessibility differences among younger and older LINEs, we ranked all RepeatMasker-annotated LINEs by their evolutionary age and then plotted C57BL/6J liver FAIRE-seq read counts upstream and downstream of the annotated 5’ start and 3’ end of all LINEs (Fig. 3a). Interestingly, we found enriched chromatin accessibility at younger LINEs compared with older LINEs (Fig. 3a). To further examine the profiles of chromatin accessibility across entire LINE elements, we stratified LINEs into different groups based on their size and produced aggregate plots of the FAIRE-seq signal at LINEs and flanking regions (Fig. 3b). Consistent with the heatmap analysis (Fig. 3a), younger LINEs have higher chromatin accessibility compared with older LINEs, regardless of size (Fig. 3b). We also found that longer LINEs have more enriched chromatin accessibility compared with shorter ones (Fig. 3b), likely because the longer intact LINEs tend to be evolutionarily younger. Chromatin accessibly in another strain of mice, A/J, reveals a similar trend (Additional file 1: Figure S9). It has previously been shown that intact, longer, LINEs can be transcribed [20]. However, we did not detect increased RNA transcripts from younger LINEs compared with older LINEs (Fig. 3c). To ensure that the differential chromatin accessibility and uniform transcription profiles at younger vs older LINEs were not due to mapping biases, we repeated analysis of FAIRE-seq and RNA-seq enrichment at LINE families using TEtranscripts [41], a software package designed for including TEs in the analysis of sequencing datasets. This analysis supported our conclusions that differential chromatin accessibility exists at younger vs older LINEs but there is no differential transcription (Additional file 1: Supplementary methods, Figure S10). However, we cannot rule out the possibility that transcripts from TEs are subjected to posttranscriptional suppression that affects RNA stability [15]. Nevertheless, these results indicate that a group of evolutionarily younger LINEs have potential regulatory features in mouse liver, while not producing stable transcripts.

**Fig. 3:**
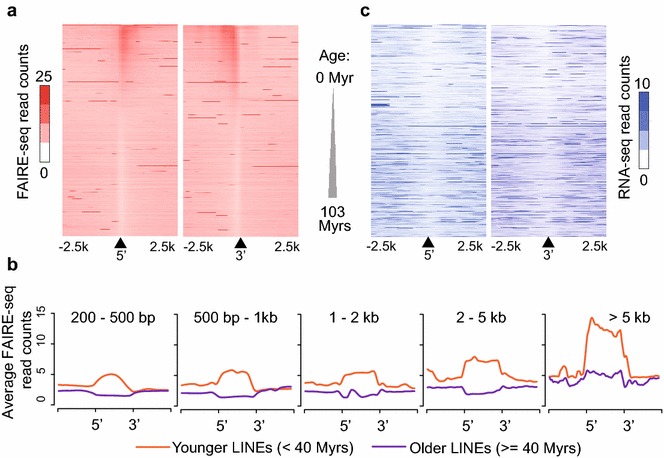
Differential chromatin accessibility profiles at younger and older LINEs. **a** Heatmap showing FAIRE-seq read counts from C57BL/6J mouse liver surrounding the 5′ and 3′ borders of LINEs sorted by their evolutionary age. *Black triangles* denote the 5′ or the 3′ end of LINEs, with counts extending ±2500 bp upstream and downstream. **b** Aggregate plots of average FAIRE-seq read counts upstream, downstream and within LINEs, stratified by size of LINEs. **c** Heatmap showing RNA-seq read counts from C57BL/6J mouse liver surrounding the 5′ and 3′ border of LINEs sorted by their evolutionary age. *Myrs* million years

### Differential transcription factor binding sites at younger and older LINEs

TEs have been shown to contain transcription factor binding sites, and contribute to the evolution of the mammalian TF binding repertoire [24, 27, 42]. We examined the potential regulatory roles of LINEs by scanning for binding sites of known TFs in LINE-associated variable chromatin sites stratified by age (see “Methods” section). Intriguingly, we found that different TF binding motifs are enriched at sites overlapping older LINEs compared with those overlapping younger LINEs (Fig. 4a). The motif for HNF4α, a liver TF, is the top enriched motif in variable chromatin sites containing older LINEs (Fig. 4a). HNF4α ChIP-seq data from C57BL/6J liver [43] also validated the enrichment of HNF4α binding at older LINEs compared to younger ones (Fig. 4b; *p* < 2.2 × e^−16^, Wilcoxon's rank-sum test). In addition, the binding motif for another liver TF, C/EBPα, is also enriched at variable sites containing older LINEs (Fig. 4a). Notably, 59 % (67/114) of variable chromatin sites overlapping older LINEs are bound by the two liver TFs, HNF4α and/or C/EBPα. To serve as a control, we searched for the sites that are bound by CTCF [4], a non-liver-specific TFs. Compared with HNF4α and/or C/EBPα, we found only 11 % (12/114) of variable chromatin sites overlapping older LINEs to be bound by CTCF, indicating the important role of older LINEs in liver-specific transcription regulation (Fig. 4c, *p* = 7.5 × e^−15^, Fisher’s exact test).

**Fig. 4:**
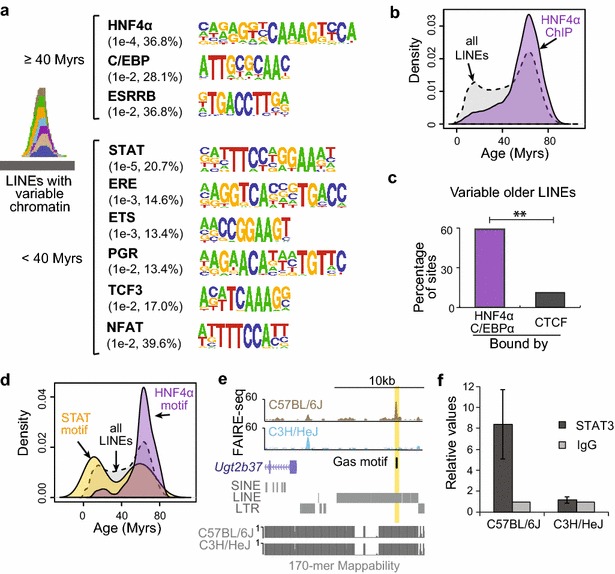
Specific TFs bind to younger and older LINEs. **a** Top known motifs found in variable chromatin sites overlapping older (*top*) or younger (*bottom*) LINEs. *Numbers* in parentheses represent *p*-values of enrichment of motif occurrence in the given set of sequences compared with background, and the percentage of sequences with the motif. **b** Age distribution of all LINEs as well as LINEs containing HNF4α ChIP-seq peaks. *Myrs* million years. **c** Percentage of older-LINE-associated variable sites bound by liver TFs (HNF4α and C/EBPα) or CTCF (**indicates *p* < 0.001, Fisher’s exact test). **d** Age distribution of all LINEs as well as LINEs containing STAT or HNF4α motif within accessible chromatin sites in C57BL/6J mouse liver. **e** Genome browser view of an L1Md_F2 located upstream of Ugt2b37. The GAS motif site is overlapping a site that is accessible in C57BL/6J but not C3H/HeJ. The 170-mer mappability tracks for the reference genome and the C3H/HeJ pseudo-genome are shown below. **f** Mean relative value of STAT3 ChIP-qPCR compared to IgG control of liver samples from C57BL/6J or C3H/HeJ mice. *Error bars* represent the SEM (*n* = 3)

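The accessible site in this L1Md_F2 element lies on chromosome 5 from 87694573 to 87694801 (mm9), in intergenic sequence 10744 bp upstream of the TSS of Ugt2b37, which encodes a UDP-glucuronosyltransferase. It is a variable site, called in C57BL/6J (57.2nd percentile), A/J (37.9th) and DBA/2J (83.1st), and not called in AKR/J, BALB/cJ, C3H/HeJ, CBA/J, BXH2/TyJ or BXH19/TyJ. The reference sequence of the site holds a single match to the GAS motif TTCNNNGAA, the sequence TTCTTAGAA from 87694738 to 87694746. With its flanks it reads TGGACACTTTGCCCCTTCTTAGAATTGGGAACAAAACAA.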

Intriguingly, variable chromatin sites containing younger LINEs are most enriched for the binding motif of STAT proteins (Fig. 4a), which have been shown to play an important role in response to inflammation in liver [44]. In addition, we noticed that several other enriched motifs contain a half GAS motif (TTC or GAA), to which STATs can also bind [45, 46]. 

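The GAS motif TTCNNNGAA, to which activated STAT dimers bind, was found in the reference sequence of 23 of the 113 L1-like variable sites (20.4%, 95% confidence interval 13.4 to 29.0%) and of 349 of the 2426 other variable sites (14.4%, 13.0 to 15.8%), a difference that did not pass the test (Fisher's exact test, two-sided, p = 0.101). L1-like sites are shorter, with a median width of 268 bp against 647 bp. Per kb they held more motifs, 0.644 against 0.232 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). L1-like sites also have a lower GC content, 39.4% against 56.8%. With sites exchanged within GC quintiles, the excess was 0.256 motifs per kb (one-sided permutation test, p = 0.00599). A quintile can still hold a difference in GC content, so an excess beyond GC content is not shown. The drawn L1Md_F2 element, one of those that define L1-like sites, is shown in the paper for its GAS motif, so sites that resemble it are partly chosen for the motif. Among the 91 sites closer to L1Md_T, 14 held the motif (15.4%, Fisher's exact test, two-sided, p = 0.762), with 0.468 per kb (two-sided permutation test, p = 0.0039). Exchanged within GC quintiles, their excess of 0.114 per kb did not pass (one-sided permutation test, p = 0.13). The stricter palindrome TTCCNGGAA was found at 0 of the L1-like sites and at 74 others. The L1-like sites are copies of related sequence, so a motif shared by descent is counted at each copy.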

To further investigate the presence of specific TF binding at specific LINEs, we used the occurrence of motifs at accessible chromatin sites in C57BL/6J mouse liver as a predictor of binding [47]. Of the predicted HNF4α binding sites, 87 % (7209/8296) have HNF4α ChIP-seq peaks in mouse liver [43]. We furthermore found that compared with older LINEs that are enriched for HNF4α binding sites, younger LINEs at accessible chromatin regions are enriched for STAT binding sites (Fig. 4d; *p* = 2.3 × e^−9^, Wilcoxon's rank-sum test). To confirm the results, we performed chromatin immunoprecipitation (ChIP) using antibodies targeting STAT3, a member of the STAT protein family known to be active in the liver [48]. Using quantitative PCR (qPCR), we found that STAT3 binds to an L1Md_F2 element in a strain-specific manner (Fig. 4e, f). These results indicate that younger LINEs may play a role in the STAT-mediated immune response in the liver.

### TE-associated variable chromatin sites contribute to liver metabolic pathways

To further investigate the impact of variable chromatin at TEs to phenotypic diversity among strains, we used the genomic regions enrichment of annotations tool (GREAT) [49] to identify enriched biological functions of accessible chromatin sites overlapping TEs. 

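Genes of the major urinary proteins and of MHC class I antigen presentation were the nearest genes to variable sites more often than other genes, and which lists passed depended on how sites were assigned to genes. A site was first assigned to the gene with the nearest TSS within 100 kb, by which 10 other lists did not pass, and 12 lists fixed beforehand were compared with the 14892 genes that have a union site. A variable site was assigned to 7 of 14 genes of the major urinary proteins (50%, odds ratio 6.98, Fisher's exact test, adjusted p = 0.00501), and to 12.5% of other genes. Of the genes of gluconeogenesis and insulin signalling, 4 of 18 had one (Fisher's exact test, adjusted p = 0.465), among them G6pc, the last enzyme of glucose release, and Slc2a2, the glucose transporter of hepatocytes. Of the genes of lipid synthesis and storage, 6 of 24 had one (Fisher's exact test, adjusted p = 0.267), among them Fasn, Dgat2 and Srebf1. Without the sites called in A/J only, 2 of these 24 were left, Dgat2 and Elovl6. Cholesterol and bile acid genes had 4 of 15 (Fisher's exact test, adjusted p = 0.267), liver transcription factors 5 of 14 (adjusted p = 0.094), detoxification genes 4 of 32 (adjusted p = 1) and STAT and acute phase genes 5 of 23 (adjusted p = 0.399). Markers of immune cells (1 of 6), stellate cells (0 of 5), endothelial cells (0 of 7) and cholangiocytes (1 of 4) did not pass either (adjusted p of 0.624 to 1). Tests were two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the lists. They take all variable sites, since sites with and without TEs were not separated. When only a TSS within 10 kb counted, no list passed. MHC class I antigen presentation kept an odds ratio of 4.61 (6 of 18), and the major urinary proteins fell to 1.02 (1 of 10). Against genes with a common site, where fewer genes were compared, none passed either. MHC class I antigen presentation had 8 of 9 there (odds ratio 8.12) and the major urinary proteins 7 of 7. When a site counted for every gene with a TSS within 100 kb, the genes of lipid synthesis and storage passed (18 of 27, odds ratio 3.88, Fisher's exact test, adjusted p = 0.00442). MHC class I antigen presentation passed too (17 of 18, Fisher's exact test, adjusted p = 1.6e-06), and the major urinary proteins did not (12 of 19, adjusted p = 0.0516). In every setting the genes of the major urinary proteins and the H2 genes lie in clusters, so they are not independent units of the test. The copies of the major urinary proteins are near-identical, which limits how many reads map to a single location. When any TSS counted, clustered genes shared sites as well. The site over the TSS of H2-Q6 also lies within 100 kb of H2-Q2, H2-Q4, H2-Q7 and H2-Q10.
Single sites near listed genes were called in some strains only. A site in an intron of Slc2a2 (chromosome 3, 28623965 to 28624556) was called in BALB/cJ, C57BL/6J and BXH19/TyJ, and a site in an intron of Elovl6, a fatty acid elongase (chromosome 3, 129295913 to 129296311), in C57BL/6J, C3H/HeJ, DBA/2J and both recombinant strains. A site in an intron of Dgat2, a triglyceride synthase (chromosome 7, 106309904 to 106311005), was called in every inbred strain but DBA/2J. A site in an exon of Ppara, a regulator of fatty acid oxidation (chromosome 15, 85617110 to 85618368), was called in A/J, BALB/cJ and C57BL/6J. From the enrichment analysis of TE-associated sites, the paper proposes that chromatin variation at TEs is associated with liver metabolic pathways.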

We found that variable chromatin sites with TEs are enriched in liver metabolic pathways, including gluconeogenesis, insulin secretion and lipid storage (Fig. 5a). Variable chromatin sites containing younger LINEs are enriched in the negative regulation of gluconeogenesis (Additional file 1: Table S3). In contrast, variable chromatin sites at unique sequences (without TE or other repeats) of the genome are only enriched for filopodium assembly and antigen processing pathways (Fig. 5a). In addition, variable chromatin sites overlapping other types of repeat show no enrichment for biological functions and comprise only a small percentage of variable chromatin sites. 

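Among the genes of MHC class I antigen presentation, 8 of 18 had a variable site assigned (44.4%, odds ratio 5.58, two-sided Fisher's exact test, adjusted p = 0.00501), namely H2-D1, H2-K1, H2-Q2, H2-Q4, H2-Q6, H2-Q7, H2-T22 and H2-T23. A site over the TSS of H2-Q6 (chromosome 17, 35561585 to 35561866) was called in C57BL/6J, DBA/2J and BXH19/TyJ. A site downstream of the TSS of H2-K1 (chromosome 17, 34117940 to 34118726) was called in C57BL/6J and BXH19/TyJ, at the 92.0th and 87.9th percentile. A site at H2-T22 (chromosome 17, 36179526 to 36180768) was called in every inbred strain but A/J. These genes are close paralogs in a region that differs strongly between strains, so reads can be lost from strains whose sequence is far from mm9. They are also clustered, so the test takes too many independent units. Without the sites called in A/J only, 7 of the 18 had a variable site (Fisher's exact test, adjusted p = 0.00264).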

To serve as a control, we also searched for enriched biological processes in common chromatin sites with or without TEs. 

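At common sites, none of the 12 gene lists passed the adjusted threshold. Of the genes of lipid synthesis and storage, 8 of 24 had a common site assigned, among them Apob, Dgat1, Lipc and Plin2. This was 33.3%, against 14.5% of other genes with a common site assigned (Fisher's exact test, p = 0.0166, adjusted p = 0.0993). Of the liver transcription factors, 6 of 14 had one (42.9%, Fisher's exact test, p = 0.00986, adjusted p = 0.0993), among them Cebpa, Hnf4a and Ppara. Genes of gluconeogenesis and insulin signalling had 6 of 18 (Fisher's exact test, p = 0.0365, adjusted p = 0.146), including Pck1 and Insr. At an unadjusted p under 0.05, these 3 lists passed. The genes of the major urinary proteins had 0 of 14 and those of MHC class I antigen presentation 1 of 18. Tests were two-sided Fisher's exact tests with Benjamini-Hochberg adjustment, over all common sites, with and without TEs.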

Not surprisingly, both groups of common chromatin sites are enriched for liver metabolic processes, including triglyceride metabolic process and cellular response to oxidative stress (Additional file 1: Table S3), indicating that these liver metabolic pathways are conserved and tightly regulated in all the strains. Taken together, these results suggest that the variation of chromatin accessibility among different strains is associated with liver metabolic pathways through specific TE sequences.

**Fig. 5:**
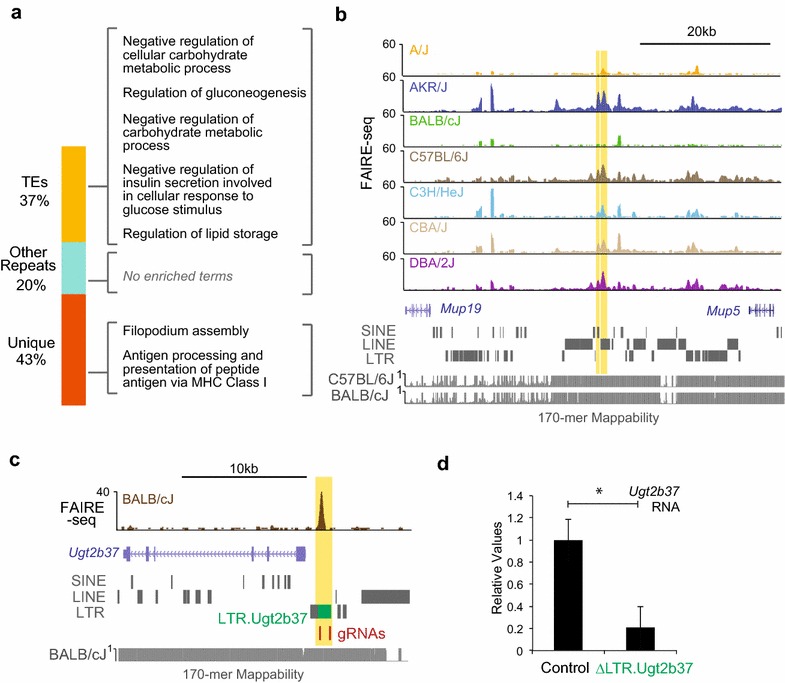
TE-associated chromatin variation impacts the expression of liver metabolic genes. **a** Top enriched biological processes of variable chromatin sites overlapping TEs, other repeats or non-repetitive (unique) sequences. The full list of enriched biological pathways is in Additional file 1: Table S3. Genomic coordinates of accessible chromatin sites were used as input for genomic regions enrichment of annotations tool (GREAT) analysis (see “Methods” section). **b** Genome browser view of TE-associated variable chromatin sites within the *MUP* locus. **c** Genome browser view of an LTR-associated variable chromatin site upstream of *Ugt2b37*. The guide RNAs designed for CRISPR-Cas9 deletion, and 170-mer mappability tracks of BALB/cJ pseudo-genome are shown below. **d** Quantitative polymerase chain reaction (qPCR) of *Ugt2b37* expression levels in control or ΔLTR.Ugt2b37 H2.35 cells (*indicates *p* < 0.05, Student’s *t* test)

As an example, several TE-associated variable chromatin sites are found in the major urinary protein (MUP) gene locus. Two LINE-associated variable sites proximal to *Mup19* and *Mup5* are shown in Fig. 5b. 

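The 2 sites lie between Mup19 and Mup5 on chromosome 4, from 61468999 to 61469363 and from 61469589 to 61470326 (mm9), in intergenic sequence. The first is 25677 bp upstream of the TSS of Mup19 and the second 25941 bp downstream of that of Mup5. Both are variable sites and were called in AKR/J, C57BL/6J and DBA/2J. The percentiles in these strains were 37.6, 21.5 and 9.86 at the first site and 31.7, 18.7 and 42.0 at the second. Neither was called in A/J, BALB/cJ, C3H/HeJ, CBA/J, BXH2/TyJ or BXH19/TyJ. A site next to them, from 61472265 to 61472566, was also called in CBA/J and BXH19/TyJ and is not among the variable sites. The genes of this cluster are near-identical copies, which limits how many reads map to a single location.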

MUP family proteins are expressed mainly in the liver and bind to small lipophilic molecules, including fatty acids [50]. MUPs have been shown to play important roles in glucose and lipid metabolism and are highly polymorphic in mice [50–52]. Our results here suggest that TEs are involved in this polymorphic feature of MUPs in the mouse genome.

To validate the function of TEs at variable chromatin sites in regulating nearby gene expression, we used the CRISPR-Cas9 system to generate deletion of TE sequences in H2.35 cells, a cell line derived from BALB/c hepatocytes. We first tested an LTR located 1 kb upstream of *UDP glucuronosyltransferase 2 family, polypeptide B37 (Ugt2b37)*, a member of UGT family (Fig. 5c). UGT gene family members encode enzymes in detoxification pathways and are upregulated in steatotic liver tissue from obese mice [53]. The deletion of this LTR leads to significant reduction in *Ugt2b37* expression (Fig. 5d, *p* = 0.03, Student’s *t* test). We further tested two additional variable LINEs and showed the deletion of each leads to the dysregulation of nearby metabolic genes. Deletion of an L1Md_F2 located 11 kb upstream of *Ugt2b37* also leads to significant reduction in *Ugt2b37* expression (Additional file 1: Figure S11a, *p* = 0.004, Student’s *t* test). We also deleted an Lx8 LINE element 6 kb downstream of *suppressor of defective silencing 3 homolog* (*Suds3)*. *Suds3* encodes a protein component of the SIN3 histone deacetylase (HDAC) corepressor complex, which has been shown to play a regulatory role in metabolic control in the liver [54]. Deletion of the Lx8 leads to increased expression of *Suds3*, which indicates a potential suppressor function of the Lx8 (Additional file 1: Figure S11b, *p* = 0.02, Student’s *t* test). These results validated that variable TEs contribute to the regulation of metabolic genes in liver cells.

Given that sites displaying chromatin variation at TEs are enriched in metabolic pathways, we hypothesized that variable TE sequences regulate nearby metabolic genes in response to diet. Our previous work has demonstrated that HF/HS diet leads to chromatin remodeling at regulatory regions in the liver [55]. We therefore examined chromatin accessibility differences in control-fed and HF/HS diet-fed C57BL/6J male mice from [55]. Intriguingly, TE-associated variable chromatin sites have increased accessibility in response to HF/HS diet, compared with common sites or random sites (Fig. 6a). Examining the accessibility of LINE elements that were unique to either diet condition revealed that accessible LINEs in HF/HS-fed mice, but not control-fed mice, are enriched for lipid metabolic pathways (Fig. 6b) and are proximal to metabolic genes with altered expression in response to HF/HS diet (Fig. 6c, d). These results indicate that TEs contribute to regulatory changes in the liver in response to diet.

**Fig. 6:**
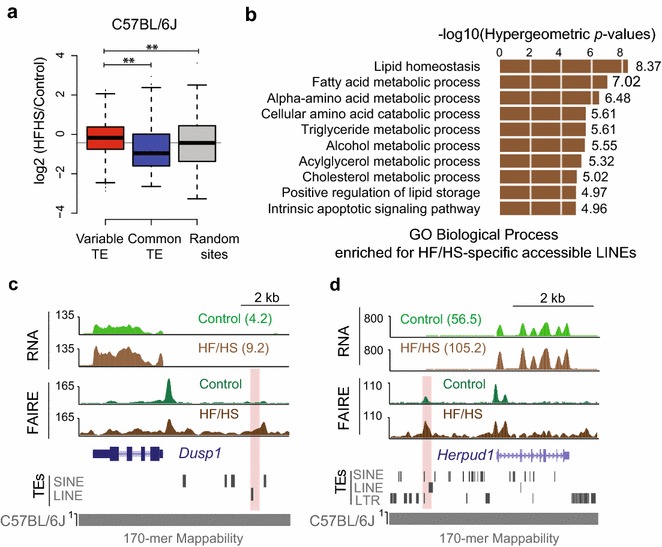
Variable TEs are associated with diet-induced gene expression changes. **a** Fold change (HF/HS over control) of C57BL/6J FAIRE-seq reads at variable TE sites, common TE sites or random accessible sites. *Box* *plots* show the median value, and* whiskers* show distribution of first and third quartile (**indicates *p* < 0.0001, Wilcoxon's rank-sum test). **b** Enriched biological processes of accessible LINEs specific for HF/HS-fed C57BL/6J mice (4339 regions). Genomic coordinates were used as input for GREAT analysis. **c**, **d** Genome browser views of LINE-associated diet-induced chromatin remodeled sites nearby diet-induced metabolic genes, *Dusp1* (**b**) and *Herpud1* (**c**). *Numbers* in parentheses for RNA-seq tracks represent FPKM values

### TE polymorphic variants contribute to regulatory variation across inbred strains

Given the widespread contribution of TEs to regulatory networks, we were further interested in characterizing the potential mechanisms responsible for TE-driven regulatory variation among different strains. One possible mechanism whereby TEs could contribute to chromatin accessibility variation is TE polymorphism—where a TE is present in one genome and not in another (Fig. 7a). A previous study has characterized TE polymorphism across 18 strains of mice, including the seven strains in our study [10]. Figure 7b shows an example of a polymorphic LTR variant associated with chromatin variation. The LTR element present in C57BL/6J, CBA/J and DBA/2J genomes [10] contains a strain-specific accessible chromatin region. 

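The variable site in the intron of Enpp1 lies on chromosome 10 from 24407458 to 24407749 (mm9), 13394 bp upstream of the nearest TSS annotated for the gene. It was called in CBA/J, at the 34.7th percentile, and in no other inbred or recombinant strain.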

Interestingly, the accessible chromatin site within the LTR also shows evidence of binding by liver TFs, including HNF4α, C/EBPα and FOXA1 (Fig. 7b). This region is within the intron of the *Enpp1* gene, which encodes a pyrophosphatase, and has been shown to be related to type 2 diabetes [56]. These results indicate that polymorphic TE-associated chromatin sites may play a strain-specific regulatory role for *Enpp1*. All together, we found approximately 30 % of polymorphic TE sites are bound by liver TFs (Fig. 7c), suggesting that these polymorphic TE-associated variable chromatin sites are playing regulatory roles. While we found that only 6 % (59/934) of the TEs that overlap with variable chromatin sites are polymorphic among the strains, this is likely an underestimate given the difficulty in genome assembly at repetitive regions of the genome [10].

**Fig. 7:**
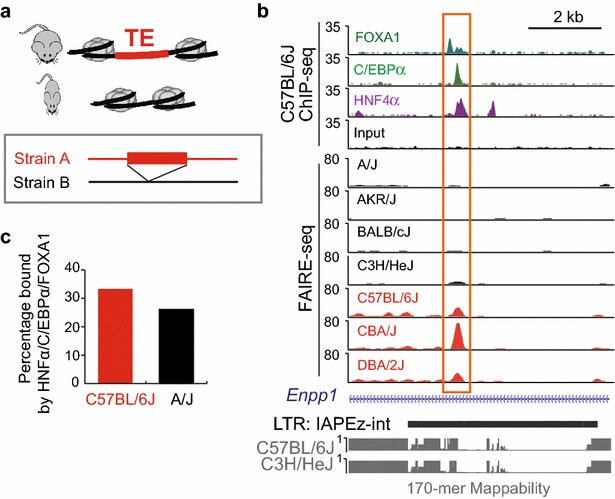
TE polymorphism accounts for a small percentage of chromatin variation. **a** A model of TE contribution to chromatin variation through TE polymorphism. **b** Genome browser view of a polymorphic LTR variant with variable chromatin accessibility. Strains with FAIRE-seq tracks* colored * in *red* contain the LTR element, while the strains in *black* do not have the LTR element. ChIP-seq tracks of three liver TFs and input from C57BL/6J mouse liver are also shown. **c** Percentage of polymorphic TE-associated variable chromatin sites shown to be bound by liver TFs in C57BL/6J or A/J mice livers

### Differential DNA methylation at TEs contributes to regulatory variation across inbred strains

It has been previously demonstrated that TEs are subject to regulation through epigenetic mechanisms, including DNA methylation and histone modifications [17]. In human somatic cells, DNA hypomethylation has been found within specific TE subfamilies that are associated with enhancer marks [19]. We therefore reasoned that TEs with differential chromatin accessibility not classified as polymorphic could be differentially regulated through epigenetic mechanisms, such as DNA methylation (Fig. 8a). An example of a TE-containing variable chromatin locus with negatively associated CpG methylation levels is shown in Fig. 8b. 

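The site beside Suds3, drawn in Fig. 8b, lies on chromosome 5 from 117534926 to 117536549 (mm9), in intergenic sequence with the TSS of Suds3 29453 bp away. Suds3 encodes a subunit of the Sin3 histone deacetylase complex. The site is variable and was called in A/J (69.1st percentile), AKR/J (83.0th), BALB/cJ (91.1st) and DBA/2J (81.7th). It was not called in C57BL/6J, C3H/HeJ, CBA/J or either recombinant strain. A second variable site, from 117537728 to 117538368, was called in AKR/J, BALB/cJ and DBA/2J, at percentiles of 33.3, 63.8 and 36.3.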

Interestingly, strain-specific (A/J vs C57BL/6J) binding of liver TFs [43] indicates that this region is differentially bound by liver TFs as well (Fig. 8b). Bisulfite sequencing at the region highlighted in Fig. 8b in livers from A/J and C57BL/6J revealed differential methylation of this region (Fig. 8c). To examine the impact of differential methylation at TEs to chromatin variation across the genome, we utilized reduced representation bisulfite sequencing (RRBS) data from liver tissue of the same strains of mice [57]. Interestingly, variable chromatin sites at TEs have a greater degree of DNA methylation variation across strains as compared to variable chromatin sites at other regions (Fig. 8d). These results indicate that differential epigenetic suppression of TEs contributes to chromatin accessibility variation across the strains.

**Fig. 8:**
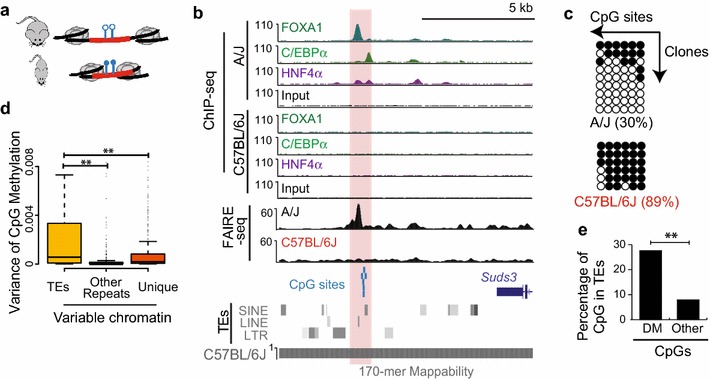
Differential DNA methylation at TEs can impact chromatin accessibility variation across inbred strains. **a** A model of TE contribution to chromatin variation through differential DNA methylation. **b** Genome browser view of differentially methylated TEs with variable chromatin accessibility. ChIP-seq tracks of three liver TF and input from C57BL/6J and A/J livers are also shown. CpG sites within the highlighted accessible chromatin sites are shown in *blue*. **c** Bisulfite sequencing in A/J and C57BL/6J liver of the highlighted region in **b**. *Filled circles* represent methylated CpGs, whereas* open circles* represent unmethylated CpGs. **d** *Boxplot* of CpG methylation variance among the seven strains within variable chromatin sites that contain TEs, other repeat elements or unique sequences. *Box* *plots* show the median value, and* whiskers* show distribution of first and third quartile. **e** Percentage of differential methylated (DM) vs other CpGs in TE sequences. Differential methylation was defined from RRBS data of 25 inbred strains (see “Methods” section) (**indicates *p* < 0.001, Fisher’s exact test)

To further validate that the epigenetic variation at TEs in liver is not only restricted to the seven inbred strains of mice, we compared the CpG methylation levels from livers of 25 inbred mouse strains [57]. Consistent with the results presented above, the differentially methylated (DM) CpG sites among inbred strains are significantly enriched for TEs compared to other CpG sites (Fig. 8e, *p* < 2.2 × e^−16^, Fisher’s exact test). These results suggest that widespread chromatin variation at TEs is a general feature in mouse liver.

## Discussion

While previous studies have identified a genetic component to chromatin variation [7], the mechanisms underlying the majority of chromatin variation have remained unexplained. We report here that TEs are a major contributor to chromatin variation in liver tissue and furthermore that TE-driven chromatin variation is important for metabolic phenotypes.

We have previously shown that variation in chromatin accessibility across three strains of mice in response to diet depends on genetic factors [55, 58]. We have now extended our study to a total of seven inbred strains that have significant variability in liver phenotypes in response to a HF/HS diet. The variability of the phenotype in these mice resembles the diversity of diet response in humans [59]. Although accessible chromatin sites are less likely to overlap TEs in liver tissue in general (Additional file 1: Figure S4a, b), we found that chromatin sites with higher variability in different strains are enriched for TEs, specifically evolutionarily younger LINEs. We furthermore demonstrated that strains with higher accessibility for a given young L1Md subfamily also display higher accessibility for other young L1Md subfamilies. One explanation for this is that certain strains have less faithful silencing of younger LINEs compared with others. Further studies examining the strain-specific regulation of young LINEs will be enlightening. In addition to potential long-range effects, variability of chromatin accessibility at TEs might also be influenced by local genetic variation, as indicated by the regions where genotype and chromatin accessibility correspond (Additional file 1: Supplementary methods, Figure S7b, Figure S14).

Epigenetic variability can occur both inter-strain and inter-individual. In our study, we used duplicates of each strain of mice for chromatin accessibility profiling and employed a computational pipeline (see “Methods” section) to identify reproducible chromatin variation among different strains of mice. A previous study on C57BL/6J mice showed inter-individual variation of DNA methylation at TEs [60]. We used the 356 regions identified as inter-individual differentially methylated regions [60] and found less than 1 % (16/2539) of our variable sites contain inter-individual variability, indicating that the majority of the variable chromatin sites we identified represent sites of variability among different strains of mice.

TEs have been shown to play an important role in expanding the TF binding repertoire during mammalian evolution [24, 27]. Supportive of this, we found that younger and older LINEs have differential chromatin accessibility and are bound by different TFs. Evolutionarily older LINEs are enriched for binding sites of liver regulatory factors (HNF4α and C/EBPα), indicating their important regulatory roles in the liver. In contrast, younger LINEs are enriched for the binding sites of TFs involved in immune response, such as STATs. The relationship between STAT and TEs is intriguing; a recent study demonstrated that specific TEs play a functional role in immune pathways in human HeLa cells [21]. It is possible that the variable sites uncovered by our studies also contribute to immune pathways regulated by STAT proteins. STATs have been show to be involved in the development of hepatosteatosis [61], which can also be induced by HF diet [62]. Given that these STAT-bound LINEs are at variable chromatin sites, STAT binding to the young LINEs could be a source of chromatin variation. Importantly, our results indicate that specific LINE elements of different evolutionary age have contributed unique elements to regulatory networks.

We further investigated possible mechanisms of chromatin variation at TEs. TE polymorphism explains at least 6 % of the TE contribution to chromatin variation. Previous work has shown that less than 10 % of these structural variants result in detectable gene expression changes [10]. However, we found approximately 30 % of polymorphic TE sites to be bound by liver TFs, indicating that they play a regulatory role in liver. This discrepancy may due to the high stringent threshold used in the previous work [10]. It is also possible that liver-TF-bound sites are not directly regulating nearby gene targets [63].

Epigenetic mechanisms, such as DNA methylation, have been shown to play an important role in suppression of TE activity in somatic cells [17]. We show here that variation of CpG methylation at TEs contributes to chromatin accessibility variation. DNA hypomethylation at specific TEs has been shown to be associated with enhancer activity [19]. Therefore, these TE-associated chromatin sites may have differential enhancer activity in different strains. Future studies on histone modifications may explain more of the impact of TE epigenetic regulation on chromatin accessibility.

Our finding that TEs contribute to chromatin variation and metabolic gene regulation suggests that the phenotypic diversity observed across the strains is at least partially due to the regulatory role of TEs. One of the classical models of TE contribution to phenotypic diversity is the *agouti viable yellow* (*A*^*vy*^) gene, for which a TE exists upstream of the *A*^*vy*^ gene [64]. Variation of DNA methylation at this TE regulates the expression of the *A*^*vy*^ gene and therefore leads to differential coat color and obesity susceptibility [64, 65]. Further experimental validation on the TE-associated variable chromatin sites may lead to the identification of more examples like this. Studies in different tissue types and disease systems may further reveal the impact of TEs to phenotypic diversity.

## Conclusions

In summary, our study has revealed that specific classes of TEs, especially younger LINEs, can impact chromatin accessibility variation in liver of different inbred strains. We further demonstrate that TEs regulate tissue-specific genes which may result in downstream phenotypic diversity.

## Methods

### Animal

Mice were obtained from The Jackson Laboratory and were bred at the University of California, Los Angeles. Male A/J, AKR/J, BALB/cJ, C57BL/6J, C3H/HeJ, CBA/J and DBA/2J mice were maintained on a chow diet (Ralston Purina Company) until 8 weeks of age. Then they were given a high-fat, high-sucrose diet (Research diets D12266B, 16.8 % kcal protein, 51.4 % kcal carbohydrate and 31.8 % kcal fat) for 8 weeks. During the feeding period, body fat percentage was tracked as described previously [28]. Mice were then humanely euthanized and livers were harvested. All animal study protocols in this study were approved by the Institutional Care and Use Committee (IACUC) at University of California, Los Angeles and by the Institutional Care and Use Committee (IACUC) at the City of Hope.

### Phenotypic characterization of mice

Hematoxylin and eosin (H&E) staining and Oil red O staining were performed on liver sections by the Pathology Core at the City of Hope using standard procedures.

### FAIRE-seq and alignment

Formaldehyde-assisted isolation of regulatory elements (FAIRE) was performed on flash frozen liver tissues from two biological replicates in each strain as previously described [29]. Isolated FAIRE DNA fragment from each sample was barcoded and sequenced on the Illumina HiSeq 2500 to produce 100 × 100 bp paired-end reads.

In order to eliminate the mapping biases caused by inter-strain sequence variation, we first generated a pseudo-genome for each non-reference strains by introducing SNPs from each strain into the reference mouse genome (mm9) [33]. We then mapped FAIRE-seq reads from each replicate to the appropriate pseudo-genome using bowtie1 [66] and only reads that could be mapped to single location in the genome were retained. Aligned reads were further filtered to exclude improperly paired reads and PCR duplicates. Overall, we obtained around 17 million uniquely mapped non-duplicate reads in each sample (Additional file 1: Table S1). Wiggle tracks were generated for visualization on the UCSC Genome Browser [67].

For the analysis of FAIRE-seq and RNA-seq coverage at LINEs (Fig. 3), we mapped reads to the reference genome using bowtie2 with the local alignment option [39], as described previously [40]. Unlike bowtie1 with unique mapping mode, the bowtie2 alignment method keeps reads with multiple alignments and reports the best alignments [39]. Therefore, the reads from highly similar TE elements can be mapped to a given subfamily of TE.

### Mappability score

In order to mitigate mapping biases, we generated mappability scores for the reference (C57BL/6J) and non-reference pseudo-genomes. We used the genome multitool (GEM) mapper [68] to generate mappability scores. The average length of paired-end FAIRE-seq fragments for the seven strains was 170 ± 3 bp (mean ± standard deviation). Therefore, we generated 170-mer mappability scores with up to two mismatches allowed. The mappability score (*M*) measures how often the sequence found at the particular location will align within the whole genome. *M* = 1 means unique match in the genome, *S* = 0.5 means two matches in the genome, and so on. All the tracks shown here are in the form of signals ranging from 0 to 1.

### Accessible chromatin detection and analysis

To identify accessible chromatin sites from FAIRE-seq reads for each library, F-seq was used with default parameters and a 400 bp feature length [34]. To find reproducible peaks across replicates, we utilized the irreproducible discovery rate (IDR) framework [35]. To obtain a union set of accessible chromatin sites from the seven strains, we used the mergeBed function with default parameters [69].

To identify variable chromatin sites among different strains, we first counted the FAIRE-seq reads from each FAIRE-seq library at the union set of accessible chromatin sites. We normalized the read counts using quantile normalization [70]. We then used DESeq [36] to identify variable chromatin sites among the seven strains, as has been applied previously [7]. We ranked the accessible chromatin sites by adjusted *p*-values from DESeq. The 5 % with smallest adjusted *p*-values were considered as variable chromatin sites, whereas the 5 % with biggest adjusted *p*-values were considered as least variable (common) chromatin site among the seven strains (Additional file 1: Figure S2).

### Association between SNP genotype and chromatin accessibility

The correlation of FAIRE-seq signal and local sequence variation (Additional file 1: Figure S3) was analyzed as previously described [7]. Briefly, we translated the genotypes for all the seven strains at a certain SNP into a vector and evaluated the correlation of this vector to FAIRE-seq read counts at the overlapping accessible chromatin site by linear regression.

### Identification of TE-associated chromatin sites

To identify accessible chromatin sites at TE sequences, we used intersectBed [69] to find the accessible chromatin sites that overlap with TEs as annotated by RepeatMasker [37] for the mouse genome (mm9). The age of TEs was calculated as: age = divergence/substitution rate, as previously described [27]. The divergence rates (number of mismatches) for all TEs were obtained from the RepeatMasker annotation file [37]. We used the substitution rates as 4.5 × 10^−9^ per site per year for the mouse genome [11, 27].

### Motif scanning

To characterize TF motifs in LINEs, we used HOMER (version 4.8) (findMotifsGenome.pl) [71] to identify motifs of known TFs in variable chromatin sites containing younger (<40 million years (Myrs) or older LINEs (≥40 Myrs) as compared to random sequences with matched GC %. Motifs with *p*-value of enrichment less than 0.01 that occurred in more than 10 % of the target sequences were selected. Highly similar motifs were combined by using joinmotifs tool [72], and only one of the similar motifs is reported. HOMER was further used to scan for occurrences (scanMotifGenomeWide.pl) [71] of the HNF4α and STAT motif genome wide. Putative binding sites were defined by motif occurrences within accessible chromatin regions identified in C57BL/6J mouse liver, similar to what has been reported before [47].

### ChIP-Quantitative PCR

Chromatin immunoprecipitation (ChIP) was performed with an anti-STAT3 antibody (sc-482X, Santa Cruz Biotechnology) and IgG control using standard ChIP protocols. Fragmented chromatin was assessed for enrichment at specific sites by quantitative PCR quantitation. The ΔΔCt method was utilized to evaluate enrichment of target DNA and normalized to input DNA. qPCR primer sequences at the L1Md_F2 are in Additional file 1: Table S4. Based on in silico PCR, the primer set can bind to seven L1s in the genome. However, six of the potentially targeted regions contain STAT motif and display similar chromatin accessibility variation as shown in Fig. 4e.

### CRISPR-Cas9 genomic deletion

For each TE tested, two guide RNAs (gRNAs) were designed to generate specific deletion of the TE sequence in H2.35 cells, a cell line derived from BALB/c hepatocytes. All gRNAs (Additional file 1: Figure S12, Table S4) were verified to be unique targets in the mouse genome by using BLAT against mouse reference genome. We also avoided any gRNA targets that contained annotated SNPs in BALB/cJ mice. gRNA oligos were cloned into pSpCas9(BB)-2A-GFP and pSpCas9(BB)-2A-Puro vectors following a published protocol [73]. pSpCas9(BB)-2A-GFP (PX458) and pSpCas9(BB)-2A-Puro (PX459) V2.0 were gifts from Feng Zhang (Addgene plasmid #48138, #62988). H2.35 cells were co-transfected (Invitrogen, Lipofectamine 2000) with both gRNA constructs and placed under puromycin (1 μg/ml) selection for 3 days. Control cells were co-transfected with vectors without gRNA insertions. From these cells and control cells transfected with pSpCas9(BB)-2A-GFP and pSpCas9(BB)-2A-Puro, genomic DNA (Epicentre, Quickextract) and RNA were extracted (Trizol, Life Technologies) as recommended by the manufacturer. Genomic deletion was verified by PCR using flanking primer pairs at the expected deletion site (Additional file 1: Figure S12, Table S4). Reverse transcription quantitative PCR (RT-qPCR) was performed to determine the expression change in nearby gene(s) (primer sequences are in Additional file 1: Table S4).

### Bisulfite Sanger sequencing

Genomic DNA from liver tissue was bisulfite-treated according to the manufacturer’s instructions (EpiTect Bisulfite Kit, QIAGEN, USA). Converted genomic DNA was used for PCR (primer sequences are in Additional file 1: Table S4). Purified PCR products were cloned into pDrive Cloning vector (PCR Cloning Kit, QIAGEN, USA). White colonies were selected through blue/white screening and analyzed with Sanger sequencing.

### DNA methylation data

DNA methylation data from reduced representation bisulfite sequencing were obtained from GEO (accession number GSE67507 [57]). Similar to previous analyses [57], only CpG sites were included for analysis. For simplicity, we deleted the small amount of polymorphic CpGs in the seven strains from the methylation data. Differentially methylated (DM) regions were identified as those with a variance greater than 0.05 and range of methylation differences greater than 0.75.

### Gene ontology (GO) analysis

In order to investigate the enriched biological function of the genes nearby accessible chromatin sites, we used genomic coordinates (UCSC mm9) of accessible chromatin sites as input for genomic regions enrichment of annotations tool (GREAT) version 3.0.0 [49]. Gene regulatory regions were defined using default parameters (5 kb upstream, 1 kb downstream and up to 1000 kb distal) and included significant associations for “GO Terms Biological Process”. Only terms that were below a false discovery rate (FDR) of 0.01 were reported.

### RNA-seq and ChIP-seq data

RNA-seq data from livers of C57BL/6J and A/J mice fed with HF/HS diet were obtained from GEO (accession numbers GSE55581 [55] and GSE75984 [58]). ChIP-seq sites of liver TFs (HNF4α, C/EBPα, and FOXA1) from C57BL/6J and A/J liver tissues were downloaded from ArrayExpress (accession number E-MTAB-1414 [43]). CTCF ChIP-seq sites were obtained from GEO (accession number GSM918715 [4]).

## Additional files

10.1186/s13072-016-0078-0 **Figure S1.** Phenotypic diversity in different inbred strains. **Figure S2.** Chromatin variability across inbred strains of mice. **Figure S3.** Association between chromatin variation and SNPs. **Figure S4.** Accessible chromatin sites and TE sequences. **Figure S5.** DNA transposons and chromatin accessibility variation. **Figure S6.** Differential accessibility at young L1Md subfamilies across different strains. **Figure S7.** Chromatin accessibility at younger L1Md subfamilies in recombinant inbred strains. **Figure S8.** Chromatin variability and age of LINE subfamilies. **Figure S9.** Differential chromatin accessibility profile at younger and older LINEs in A/J mice liver. **Figure S10**. Accessibility and transcription of LINE subfamilies. **Figure S11**. CRISPR-Cas9 deletion of additional TEs. **Figure S12.** Guide RNA and genotyping primers used for CRISPR-Cas9 genome editing. **Figure S13.** Genotyping for TE deletions. **Figure S14.** Example of an eQTL that associated with variable chromatin accessibility at a LTR. **Table S1.** Summary of FAIRE-seq data sets in all the strains in this study. **Table S3.** Enriched biological process from GREAT analysis of accessible chromatin sites. **Table S4.** Sequences used in this study.

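Table S2 lists, for 336 TE subfamilies, how many elements overlap the variable sites, the common sites and sets of random sites, whose counts are means and can have decimals. The 6 L1Md subfamilies with counts together have 121 elements at variable sites, 4 at common sites and a mean of 238.05 at random sites. Against the rounded random counts, no L1Md subfamily had more elements at variable sites at an adjusted p under 0.05 (Fisher's exact test, two-sided). L1Md_F2 had fewer, 34 against 105 (Fisher's exact test, two-sided, adjusted p = 8.5e-08). The paper's comparison is between variable and common sites. The counts depend on reads that map to a single location, which young elements with few differences between copies offer less often.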

10.1186/s13072-016-0078-0 Counts of TEs in subfamilies.

## Abbreviations

TE: transposable element
FAIRE: formaldehyde-assisted isolation of regulatory elements
HF/HS: high fat, high sucrose
SNP: single nucleotide polymorphism
LINE: long interspersed nuclear element
SINE: short interspersed nuclear element
LTR: long terminal repeat
TF: transcription factor
TG: triglyceride
H&E: hematoxylin and eosin
Adi1: acireductone dioxygenase 1
Lipc: lipase, hepatic
Myrs: million years
HNF4α: hepatocyte nuclear factor 4 alpha
C/EBPα: CCAAT/enhancer binding protein alpha
FOXA1: forkhead box A1
STAT: signal transducers and activators of transcription
GAS: gamma-activated sequence
Ugt2b37: UDP glucuronosyltransferase 2 family, polypeptide B37
Enpp1: ectonucleotide pyrophosphatase/phosphodiesterase 1
Suds3: suppressor of defective silencing 3 homolog (*S. cerevisiae*)
Dusp1: dual-specificity phosphatase 1
Herpud1: homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1
FPKM: fragments per kilobase million
DM: differentially methylated

# Supplementary material for: Chromatin variation associated with liver metabolism is mediated by transposable elements
**Source:** Epigenetics Chromatin. 2016 Jul 8;9:28. doi: 10.1186/s13072-016-0078-0
**Supplement:** Supplementary file 1 — 10.1186/s13072-016-0078-0 Figure S1. Phenotypic diversity in different inbred strains. Figure S2. Chromatin variability across inbred strains of mice. Figure S3. Association between chromatin variation and SNPs. Figure S4. Accessible chromatin sites and TE sequences. Figure S5. DNA transposons and chromatin accessibility variation. Figure S6. Differential accessibility at young L1Md subfamilies across different strains. Figure S7. Chromatin accessibility at younger L1Md subfamilies in recombinant inbred strains. Figure S8. Chromatin variability and age of LINE subfamilies. Figure S9. Differential chromatin accessibility profile at younger and older LINEs in A/J mice liver. Figure S10. Accessibility and transcription of LINE subfamilies. Figure S11. CRISPR-Cas9 deletion of additional TEs. Figure S12. Guide RNA and genotyping primers used for CRISPR-Cas9 genome editing. Figure S13. Genotyping for TE deletions. Figure S14. Example of an eQTL that associated with variable chromatin accessibility at a LTR. Table S1. Summary of FAIRE-seq data sets in all the strains in this study. Table S3. Enriched biological process from GREAT analysis of accessible chromatin sites. Table S4. Sequences used in this study.

## **Supplemental Materials for**

### **Chromatin variation driven by transposable elements contributes to liver metabolism**

Juan Du, Amy Leung, Candi Trac, Michael Lee, Brian W. Parks, Aldons J. Lusis, Rama Natarajan, Dustin E. Schones

#### **Contents:**

Supplementary Methods

Figures S1 to S14

Tables S1 to S4 (Table S2 in a separate file)

#### **Supplementary Methods:**

##### **Alignment of TE families from sequencing reads**

In order to assess TEs as families, including reads that cannot be mapped uniquely to a single location in the genome, we utilized TE transcripts [1], a package developed for assessing both transposable elements and other transcripts.

##### **FAIRE-seq and alignment for recombinant inbred strains**

Two recombinant inbred strains, BXH2/TyJ and BXH19/TyJ, derived from C57BL/6J and C3H/HeJ, were fed and maintained as the other inbred strains (Methods). FAIRE-seq was performed as described (Methods). FAIRE-seq reads were aligned to the reference genome (mm9) and C3H/HeJ pseudo-genome. Similar results were obtained using either alignment strategy.

##### **Identification of single nucleotide variants**

Single nucleotide variants (SNVs) for BXH2/TyJ, BXH19/TyJ and C3H/HeJ are identified using 100x100bp paired-end FAIRE-seq reads. Sequencing reads were first processed by Btrim to remove adapters and low quality regions [2]. The trimmed reads were then aligned to reference genome (mm9) by using NovoAlign (<http://novocraft.com>), an aligner with high accuracy. Then we used The Genome Analysis Toolkit (GATK) [3] to identify SNVs in each strain. After identifying the SNVs, we compiled the SNVs from the four strains and converted the genotype information into a vector. For example, if C57BL/6J and BXH2/TyJ share the same genotype (while BXH19/TyJ and C3H/HeJ share a different genotype), we assign the genotype vector at the SNV locus as 0011 (where strains are in the order of BXH2/TyJ, BXH19/TyJ and C3H/HeJ). Then we made haplotype blocks by merging the SNVs that neighbor each other and share the same genotype vector.

#### References for Supplementary Methods:

1. Jin Y, Tam OH, Paniagua E, Hammell M: **TETranscripts: a package for including transposable elements in differential expression analysis of RNA-seq datasets.** *Bioinformatics* 2015, **31**:3593-3599.
2. Kong Y: **Btrim: A fast, lightweight adapter and quality trimming program for next-generation sequencing technologies.** *Genomics* 2011, **98**:152-153.
3. McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, Kernytsky A, Garimella K, Altshuler D, Gabriel S, Daly M, DePristo MA: **The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data.** *Genome Res* 2010, **20**:1297-1303.
4. Marco-Sola S, Sammeth M, Guigo R, Ribeca P: **The GEM mapper: fast, accurate and versatile alignment by filtration.** *Nat Methods* 2012, **9**:1185-1188.

Figure S1

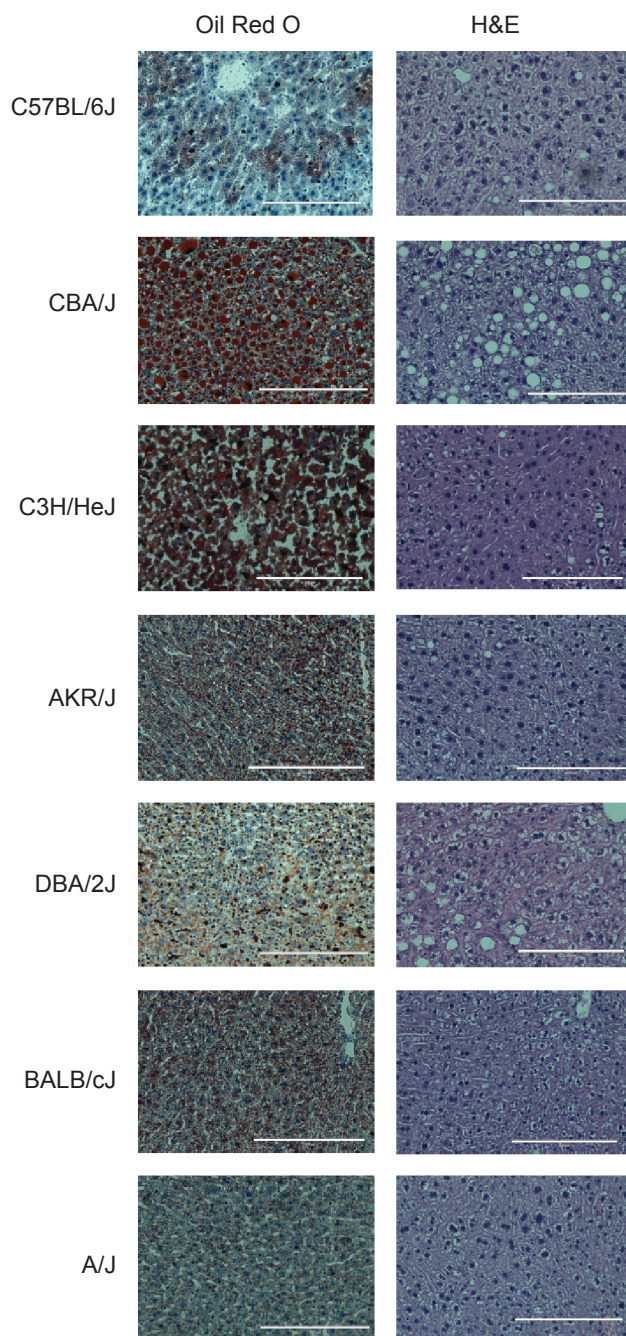

**Figure S1.** Phenotypic diversity in inbred strains. Oil Red O and H&E staining of liver sections from mice after eight weeks of HF/HS diet. Images were taken by Olympus IX51 inverted microscope (Magnification: 40X).

Figure S2

**a**

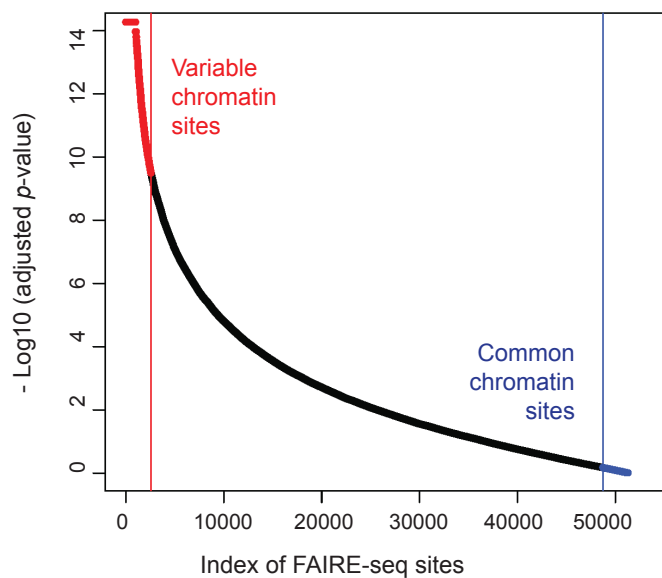

**b**

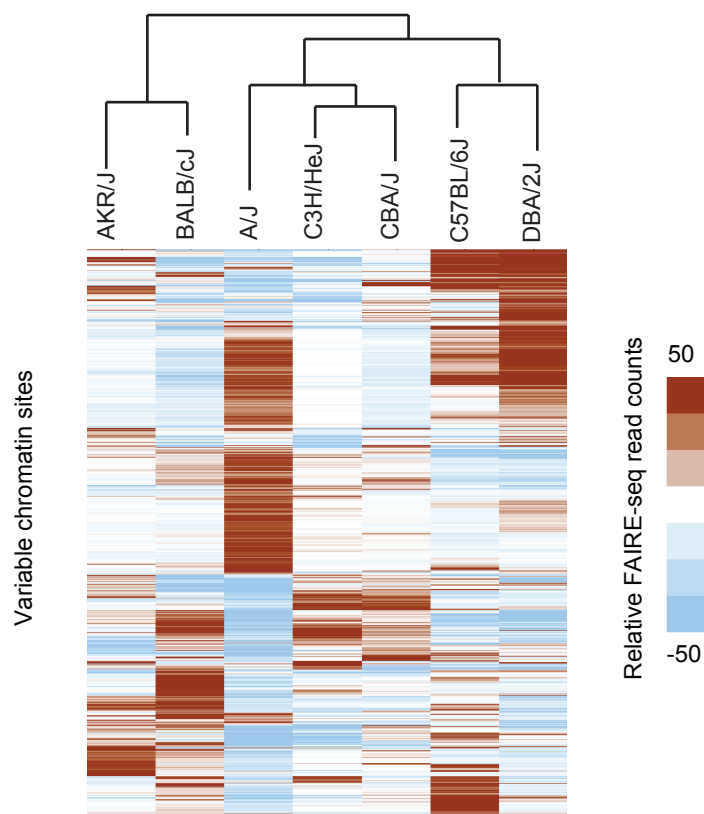

**Figure S2.** Chromatin variability across strains of mice. **(a)** Distribution of  $p$ -values of each FAIRE peak from DEseq analysis. **(b)** Unsupervised hierarchical clustering of relative FAIRE-seq read counts at variable chromatin sites (red data points in **a**) across seven strains of mice. The read counts from different strains at each chromatin sites were center on the median.

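Figure S2b clusters the strains by read counts at the variable sites, centred on the median of each site. The deposited lists allow a comparison of called sites instead. Of the variable sites called in either strain of a pair, C3H/HeJ and CBA/J shared 63.2% (95% confidence interval 60.2 to 66.1%), the highest of 21 pairs, followed by AKR/J and CBA/J with 52.9% and BALB/cJ and C3H/HeJ with 51.3%. A/J shared 24.9% on average with the other strains, and its pairs are the 6 lowest, at 21.9 to 27.9%. The averages of the other strains ran from 38.5% (DBA/2J) to 46.2% (CBA/J). C57BL/6J was closest to DBA/2J, with 48.8%, and AKR/J with 48.7%.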

Figure S3

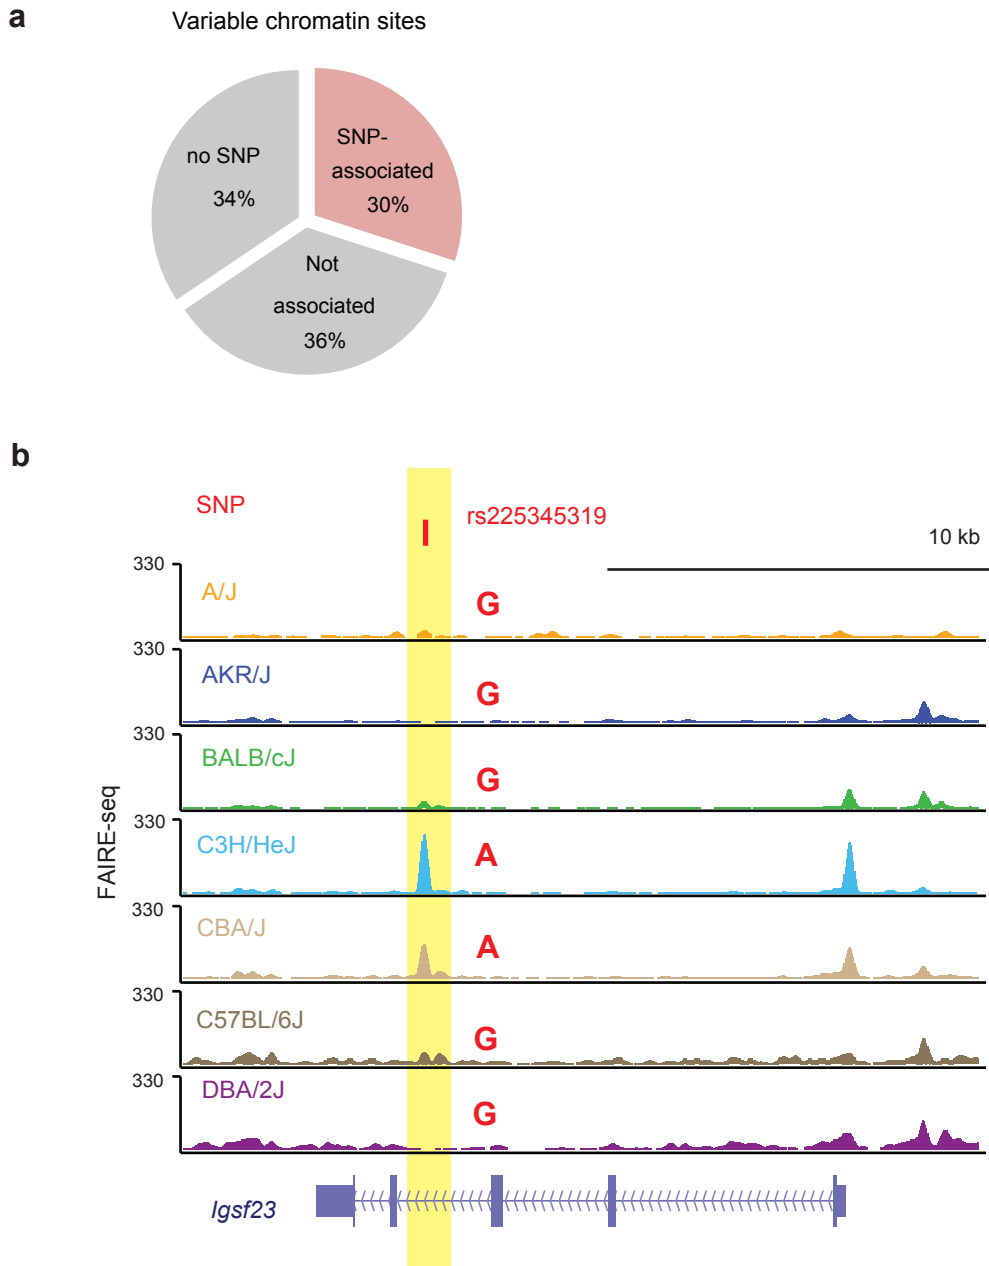

**Figure S3.** Association between chromatin variation and SNPs. **(a)** Fraction of most variable chromatin sites associated with underlying SNPs. **(b)** Genome browser view of a variable chromatin site associated with SNP rs225345319 in the 7 strains.

Figure S4

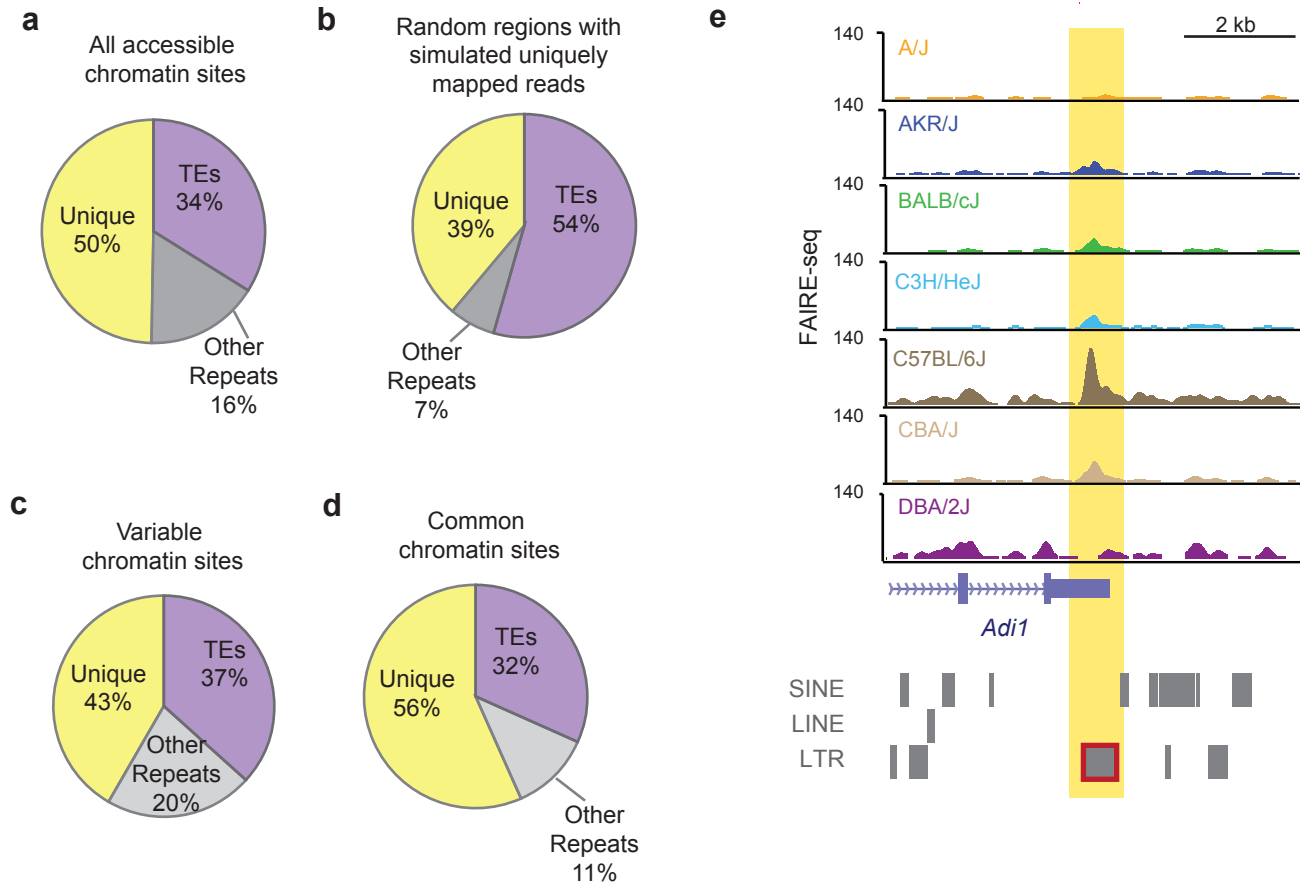

**Figure S4.** Accessible chromatin sites and TE sequences. **(a, b)** Proportion of **(a)** all accessible chromatin sites and **(b)** random genomic regions that overlap with TEs, other repeat elements (RepeatMasker annotated, non-TE elements), or non-repetitive (unique) sequences. **(c, d)** Proportion of **(c)** variable and **(d)** common chromatin sites that overlap with TEs, other repeat elements, or unique sequences. **(e)** Genome browser view of variable chromatin site in Fig. 1b coincides with a LTR. Shown are the seven FAIRE-seq wiggles, RefSeq genes, RepeatMasker TEs.

Figure S5

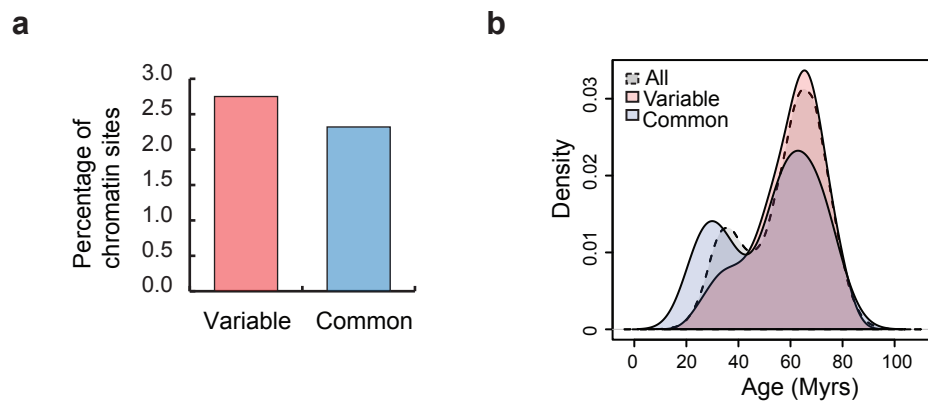

**Figure S5.** DNA transposons and chromatin accessibility variation. **(a)** Percentage of variable and common chromatin sites overlapping DNA transposons. **(b)** Age distribution of all DNA transposon, DNA transposon at variable or common chromatin sites. Myrs: million years.

Figure S6

**a**

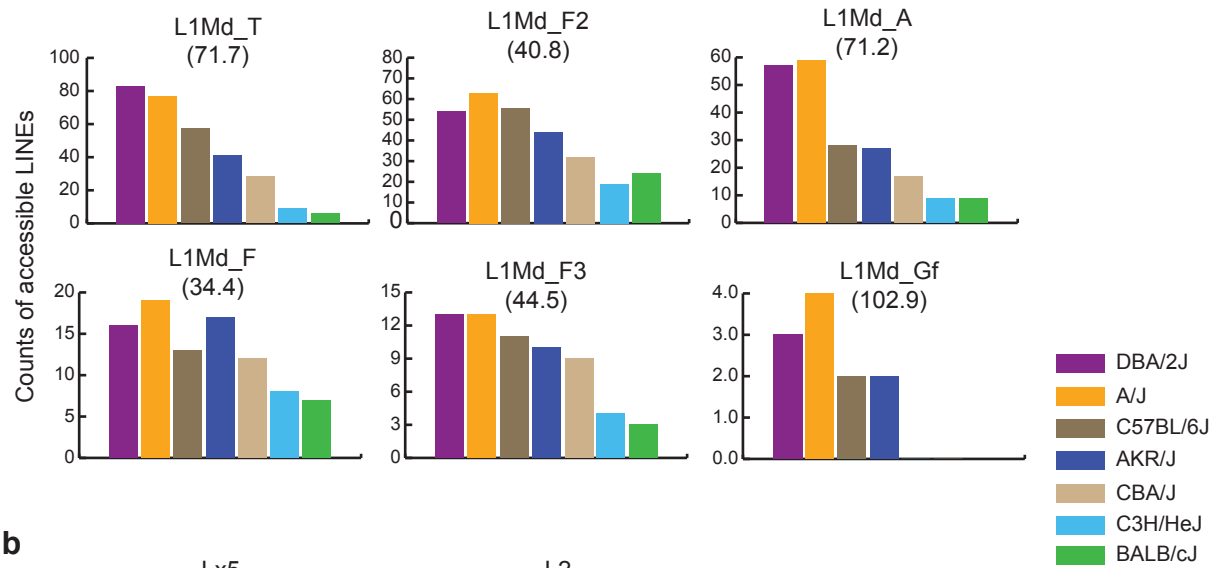

**b**

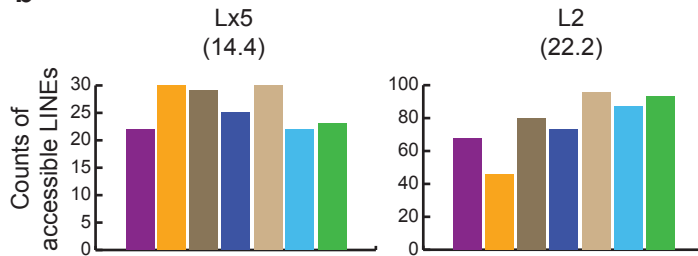

**Figure S6.** Differential accessibility at young L1Md subfamilies across different strains. **(a, b)** Counts of accessible LINEs in **(a)** younger LINE and **(b)** older subfamilies (the age of Lx5 and L2 are 48 and 66 million years, respectively) in liver of seven strains. Chromatin accessibility at older LINEs is more uniform than that of younger L1Md. Coefficient of variation for the counts of each subfamily is shown in parentheses below the name.

Figure S7

**a**

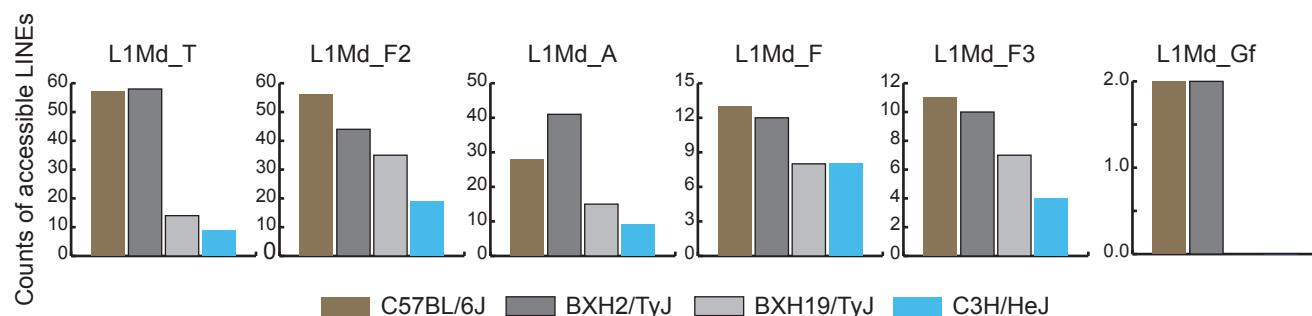

**b**

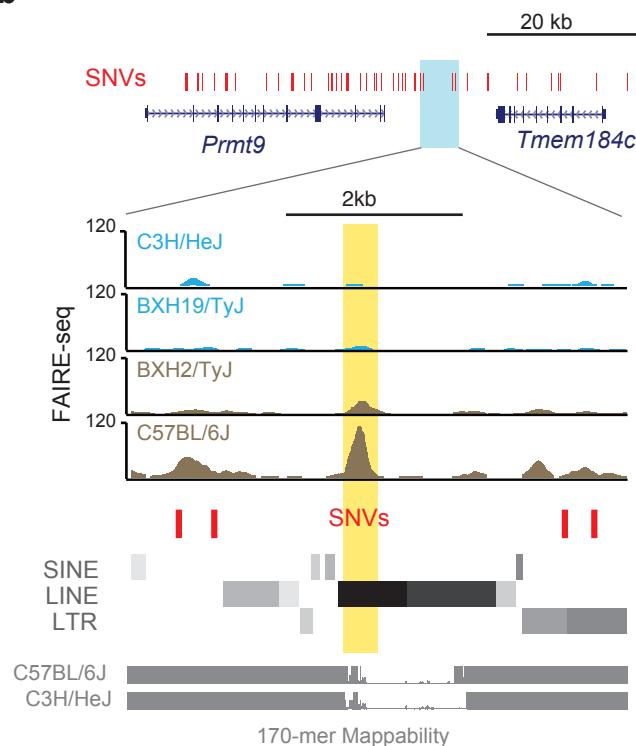

**Figure S7:** Chromatin accessibility at younger L1Md subfamilies in recombinant inbred strains. **(a)** Counts of accessible LINEs in liver of two recombinant inbred strains, and the parental strains. BXH2/TyJ have similar accessibility at young LINEs compared to C57BL/6J, while BXH19/TyJ is more similar to C3H/HeJ. **(b)** Example of a LINE that is accessible in C57BL/6J and BXH2/TyJ (but not C3H/HeJ and BXH19/TyJ) within regions where C57BL/6J and BXH2/TyJ share a genotype at the locus, while C3H/HeJ and BXH19/TyJ share a different genotype. Shown are the FAIRE-seq wiggle tracks, RefSeq genes, RepeatMasker TEs, SNVs within the haplotype block and 170-mer mappability tracks.

Figure S8

**a**

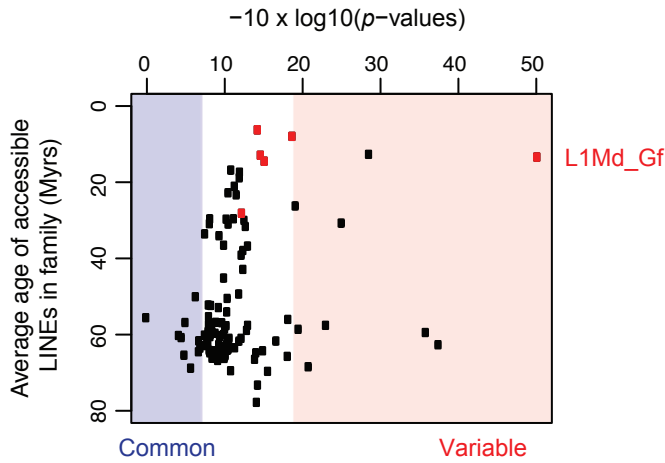

**b**

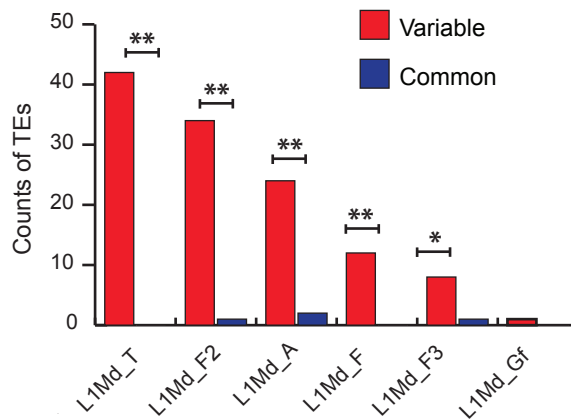

**Figure S8.** Chromatin variability and age of LINE subfamilies. **(a)** Variability of LINE families ranked by the average age of LINEs in the family. Variability was measured by the adjusted p-values from DESeq analysis (Figure S2a). L1Md subfamilies of LINEs are colored in red. **(b)** Fig. 2d with L1Md\_Gf. Numbers of variable (red) or common (blue) chromatin sites overlapping L1Md subfamilies ( $*p < 0.05$ ,  $**p < 0.001$ , Fisher's exact test). Although L1Md\_Gf subfamily showed highest variability, only a small number of L1Md\_Gf are at variable chromatin sites compared to other L1Md families.

Figure S9

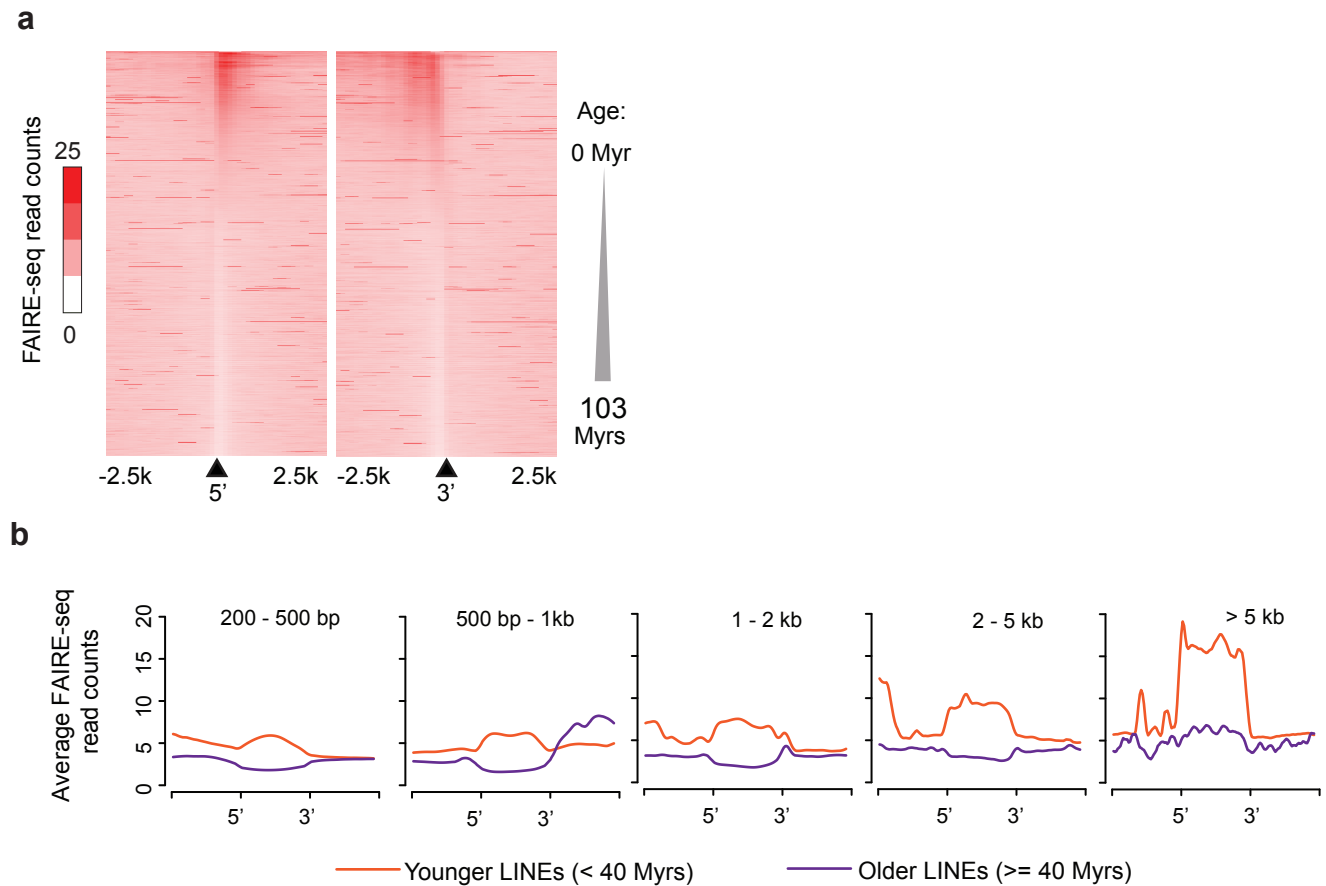

**Figure S9.** Differential chromatin accessibility profile at younger and older LINEs in A/J mice liver. **(a)** Heatmap showing FAIRE-seq read counts from A/J mice liver around 5' (left) and 3' (right) regions of LINEs. LINEs are sorted by their evolutionary age. Black triangles denote the 5' (left) or the 3' (right) end of LINEs, with plots extending +/- 2,500 bp upstream and downstream. **(b)** Aggregate plots of average FAIRE-seq read counts upstream, downstream and within LINEs, organized by size of LINEs.

Figure S10

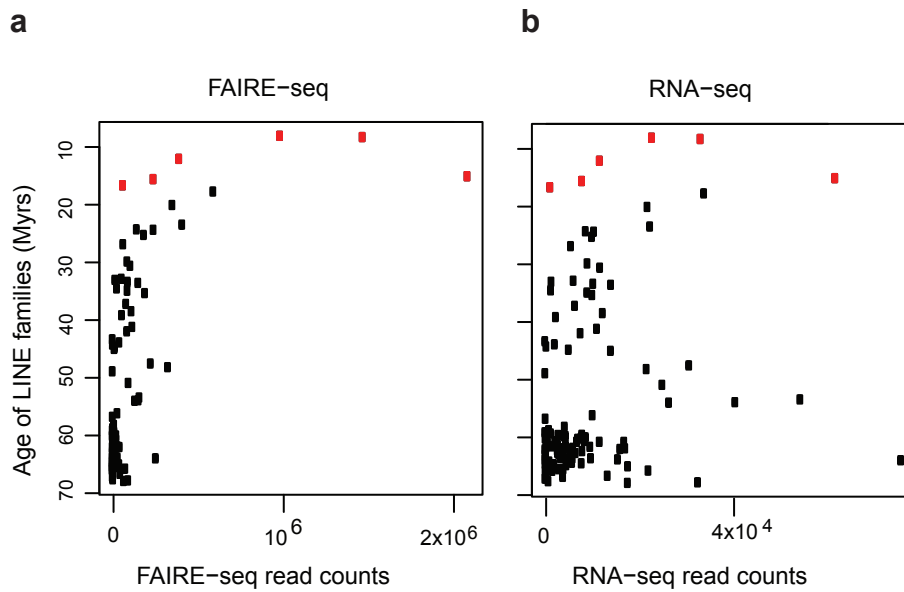

**Figure S10:** Accessibility and transcription of LINE subfamilies. (a,b) C57BL/6J liver FAIRE-seq (a) and RNA-seq (b) read counts of LINE families against the average age of LINES in the family. Read counts for TE families are generated by using Tetranscripts (Supplementary Methods). L1Md families of LINES are colored in red.

Figure S11

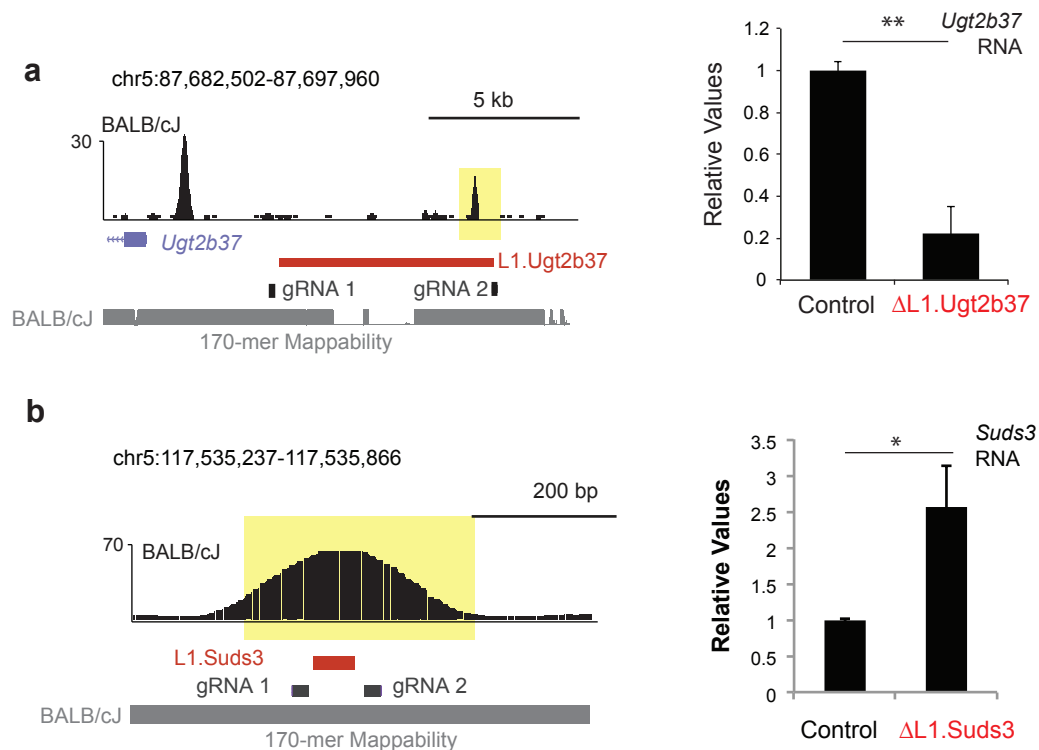

**Figure S11.** CRISPR-Cas9 deletion of additional TEs. **(a-b)** Genome browser view of deleted TE site. Shown are the BALB/cJ FAIRE-seq wiggle tracks, RefSeq genes, deleted TE, guide RNAs and 170-mer BALB/cJ pseudo-genome mappability tracks. Quantitative PCR of nearby genes expression level in H2.35 cells. Control H2.35 cells were transfected with empty vectors. \*\*  $p < 0.01$ , \*  $p < 0.05$ , Student's t-test ( $n=3$ ).

Figure S12

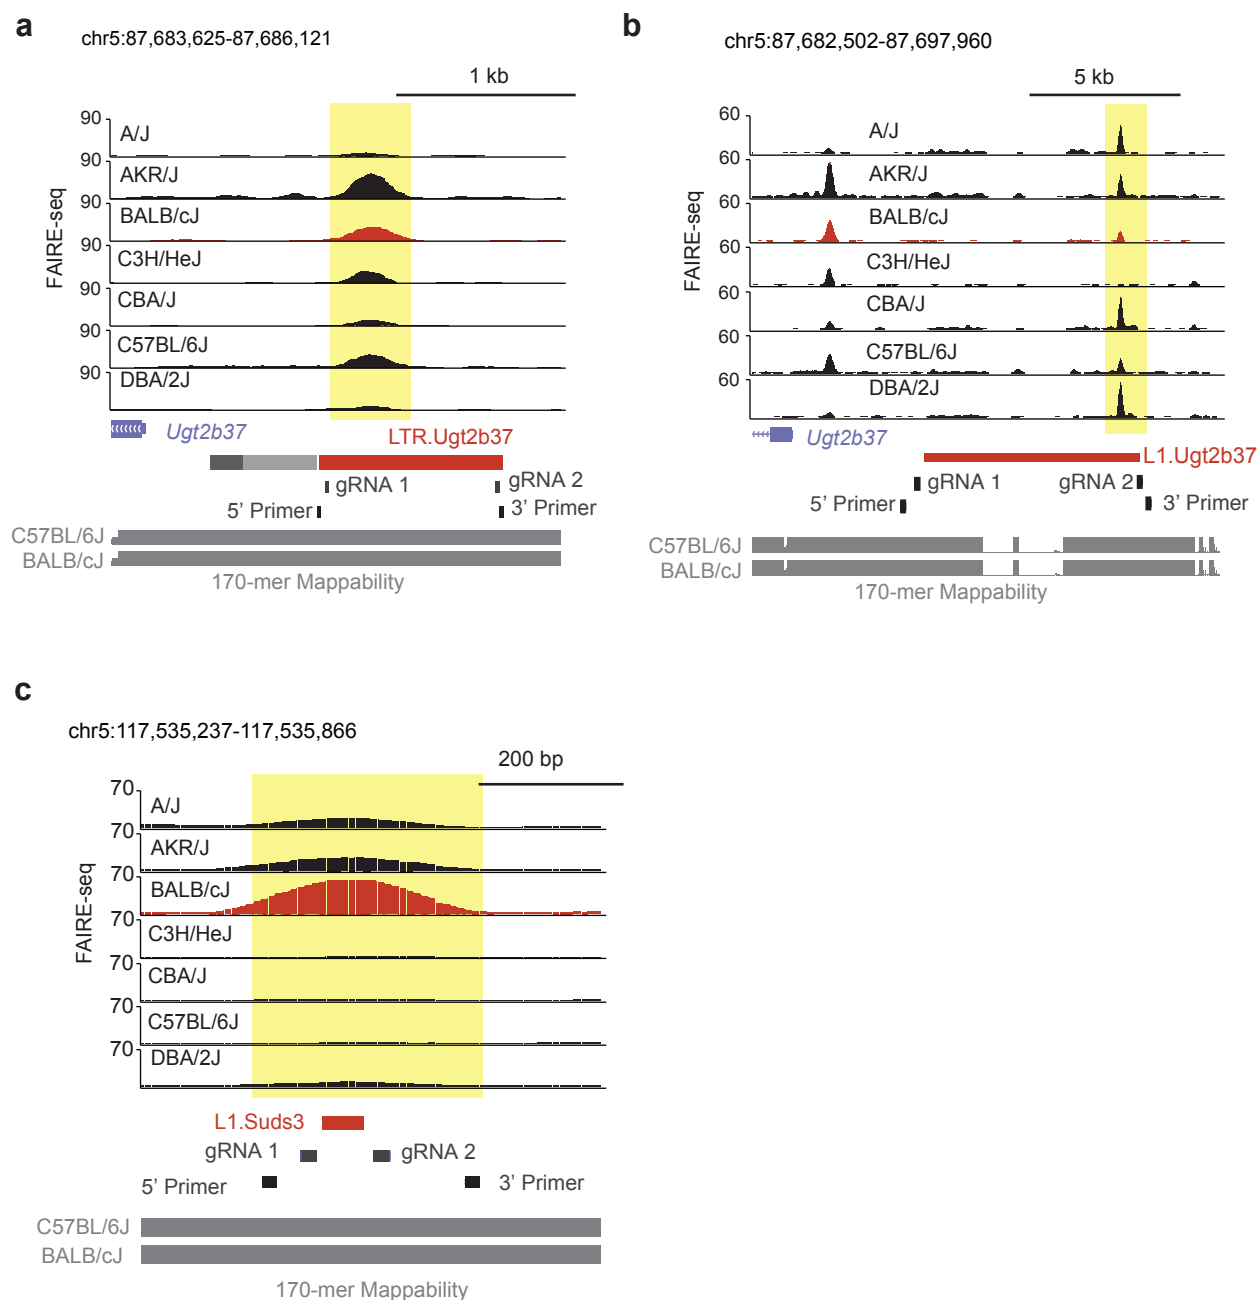

**Figure S12.** Guide RNA and genotyping primers used for CRISPR-Cas9 genome editing. **(a-c)** Genome browser views of guide RNAs and primers used for CRISPR-Cas9 genome editing. Shown are the seven FAIRE-seq wiggle tracks, RefSeq genes, RepeatMasker TEs, guide RNA and genotyping primer locations, and 170-mer mappability tracks of reference genome and a representative pseudo-genome.

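Each of the drawn elements was deleted with a pair of guide RNAs in H2.35 cells, a line derived from BALB/c hepatocytes. The guides for LTR.Ugt2b37 match mm9 on chromosome 5 and enclose 87684814 to 87685780 (967 bp), which lies 985 bp upstream of the TSS of Ugt2b37. The genotyping primers around it enclose 1033 bp, from 87684771 to 87685803. A site from 87684921 to 87685225 inside this interval was called in AKR/J, at the 30.5th percentile, and in no other strain, and is not among the variable sites. The guides for L1.Ugt2b37 enclose 87687948 to 87695315 (7368 bp), which holds the variable site of that element, and its primers 8130 bp. For L1.Suds3, the left guide matches from 117535555 to 117535574, inside the variable site beside Suds3, and the printed right guide has no exact match in the searched region. Its primers enclose 299 bp, from 117535402 to 117535700. Cells of the line were not profiled by FAIRE-seq in the lists used here.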

Figure S13

**a**

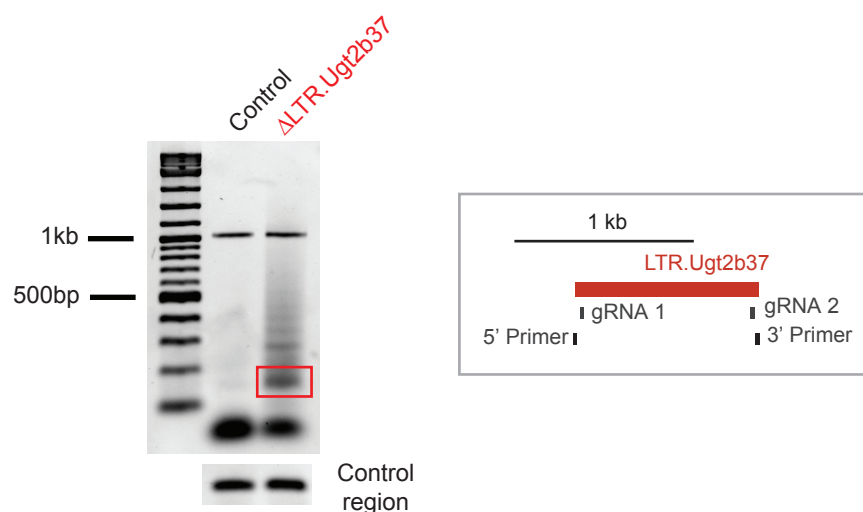

**b**

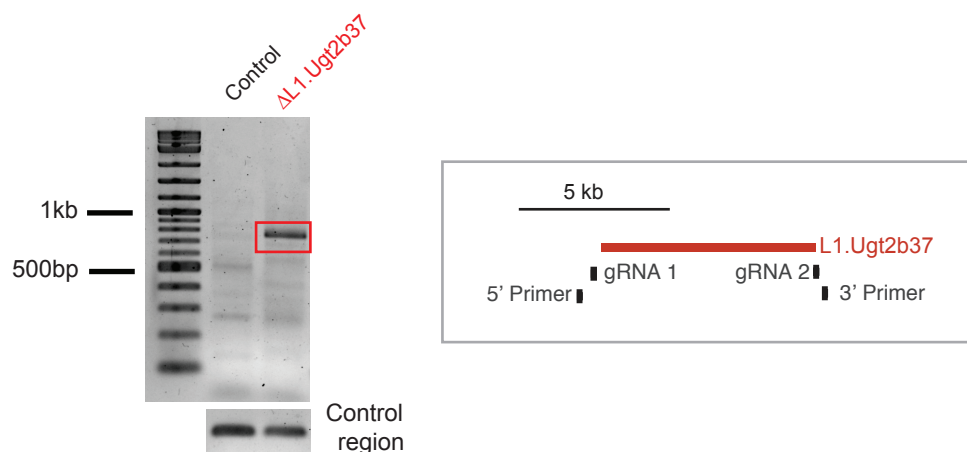

**c**

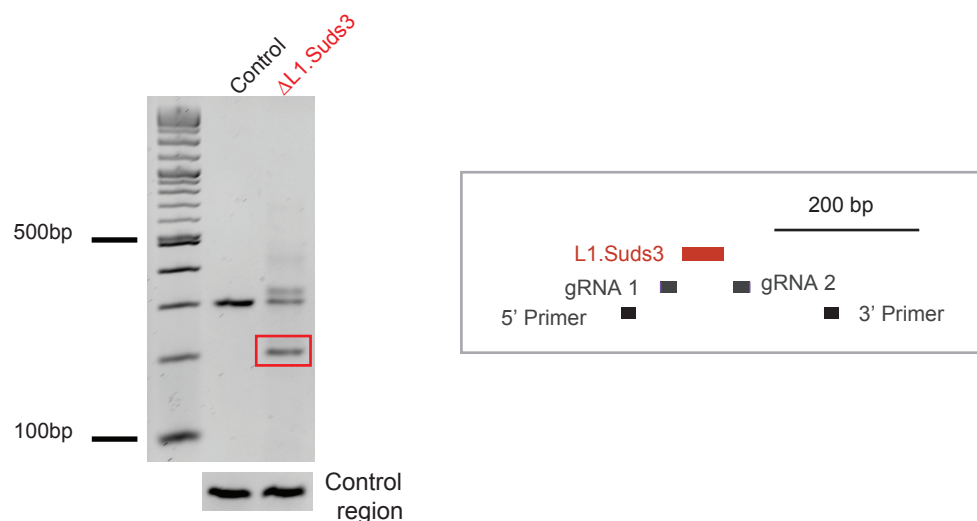

**Figure S13.** Genotyping for TE deletions. (a-c) PCR validation on control (cells transfected with empty vectors) or mutant genomic DNA, using primers flanking the expected deletion. Genotyping and control genomic region PCR primers are in Table S4.

Figure S14

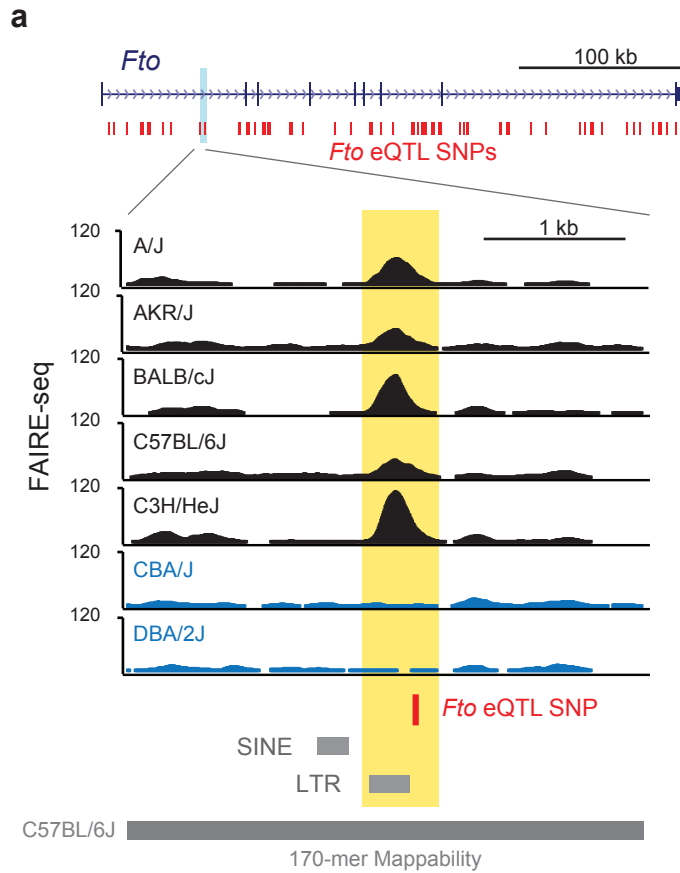

**Figure S14.** Example of an eQTL that associated with variable chromatin accessibility at an LTR. Shown are the seven FAIRE-seq wiggle tracks, RefSeq genes, RepeatMasker TEs, 170-mer mappability tracks, and eQTLs SNPs associated with *Fto* (Parks, *et al.* Cell Metab, 2013). Strains in black have the mm9 reference genotype, while the strains in blue have an alternative genotype.

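Fto, which is associated with obesity in humans, holds 2 variable sites in introns on chromosome 8 of mm9. The site from 93900637 to 93901015 was called in A/J (40.6th percentile), BALB/cJ (16.8th), C57BL/6J (17.0th), C3H/HeJ (36.7th), BXH2/TyJ (11.3rd) and BXH19/TyJ (30.6th), and not in AKR/J, CBA/J or DBA/2J. The site from 93848236 to 93848547 was called in C3H/HeJ and BXH19/TyJ, at the 29.2nd and 25.5th percentile.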

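The table gives the depth of each library before and after removal of improperly paired reads and PCR duplicates, and the number of peaks kept for each strain. After filtering, the libraries of A/J hold 12331312 and 12159127 reads and those of BALB/cJ 12556928 and 13877891, while AKR/J holds 21888481 and 23766117. The least deep library of all is a replicate of BXH19/TyJ with 8934168 reads. The deposited list of every strain holds exactly the number of peaks that the table gives. Filtering removed different shares of the reads. A strain with fewer reads can have less power to call weak sites, which was not tested here.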

Table S1. **Summary of FAIRE-seq data sets in all the strains in this study.** Listed are the numbers of reads mapped uniquely to strain-specific reference genome, reads filtered for pairing and PCR duplicates, and total number of reproducible FAIRE peaks identified in each strains.

| Strain    | Sample | Total read<br>x10 <sup>6</sup> | Reads<br>post filter<br>x10 <sup>6</sup> | FAIRE peak<br>identified by<br>F-seq & IDR |
|-----------|--------|--------------------------------|------------------------------------------|--------------------------------------------|
| A/J       | Rep1   | 13,836,220                     | 12,331,312                               | 29,914                                     |
|           | Rep2   | 14,323,695                     | 12,159,127                               |                                            |
| AKR/J     | Rep1   | 25,120,508                     | 21,888,481                               | 29,923                                     |
|           | Rep2   | 27,067,431                     | 23,766,117                               |                                            |
| BALB/cJ   | Rep1   | 19,185,543                     | 12,556,928                               | 30,077                                     |
|           | Rep2   | 20,374,839                     | 13,877,891                               |                                            |
| C57BL/6J  | Rep1   | 22,484,699                     | 20,942,285                               | 30,598                                     |
|           | Rep2   | 24,519,376                     | 23,343,598                               |                                            |
| C3H/HeJ   | Rep1   | 20,400,719                     | 12,830,230                               | 30,370                                     |
|           | Rep2   | 25,350,052                     | 18,635,238                               |                                            |
| CBA/J     | Rep1   | 23,497,233                     | 20,541,717                               | 30,613                                     |
|           | Rep2   | 22,170,236                     | 18,426,726                               |                                            |
| DBA/2J    | Rep1   | 16,778,315                     | 15,883,801                               | 26,769                                     |
|           | Rep2   | 20,831,992                     | 19,808,014                               |                                            |
| BXH2/TyJ  | Rep1   | 24,213,505                     | 23160629                                 | 30,371                                     |
|           | Rep2   | 17,585,516                     | 15,504,838                               |                                            |
| BXH19/TyJ | Rep1   | 20,336,082                     | 14,919,820                               | 30,499                                     |
|           | Rep2   | 16,812,480                     | 8,934,168                                |                                            |

Table S3. **Enriched biological process from GREAT analysis of accessible chromatin sites.** Genomic coordinates of accessible chromatin sites were used as input for Genomic Regions Enrichment of Annotations Tool (GREAT) analysis (see Materials and Methods).

| Chromatin sites |                     | Total enriched GO terms* | GO biological process                                                                      | -log10 (p-value) |
|-----------------|---------------------|--------------------------|--------------------------------------------------------------------------------------------|------------------|
| Variable        | TE (934)            | 9                        | negative regulation of cellular carbohydrate metabolic process                             | 5.29             |
|                 |                     |                          | regulation of gluconeogenesis                                                              | 4.86             |
|                 |                     |                          | negative regulation of carbohydrate metabolic process                                      | 4.73             |
|                 |                     |                          | negative regulation of insulin secretion involved in cellular response to glucose stimulus | 4.64             |
|                 |                     |                          | regulation of lipid storage                                                                | 4.48             |
|                 |                     |                          | regulation of glucose metabolic process                                                    | 4.46             |
|                 |                     |                          | negative regulation of gluconeogenesis                                                     | 4.43             |
|                 |                     |                          | negative regulation of lipid storage                                                       | 4.37             |
|                 |                     |                          | negative regulation of peptide hormone secretion                                           | 4.14             |
|                 | Younger LINEs (164) | 2                        | negative regulation of gluconeogenesis                                                     | 7.98             |
|                 |                     |                          | negative regulation of cellular carbohydrate metabolic process                             | 7.93             |
|                 | No repeats (1056)   | 2                        | filopodium assembly                                                                        | 4.98             |
|                 |                     |                          | antigen processing and presentation of peptide antigen via MHC class I                     | 4.29             |
|                 | Other repeats (549) | 0                        |                                                                                            |                  |
| Common          | TE (822)            | 5                        | cellular response to peptide hormone stimulus                                              | 4.94             |
|                 |                     |                          | oxaloacetate metabolic process                                                             | 4.13             |
|                 |                     |                          | regulation of triglyceride metabolic process                                               | 4.01             |
|                 |                     |                          | response to peptide hormone stimulus                                                       | 3.99             |
|                 |                     |                          | triglyceride metabolic process                                                             | 3.97             |
|                 | No repeats (1428)   | 7                        | cellular response to hydrogen peroxide                                                     | 7.00             |
|                 |                     |                          | cellular response to oxidative stress                                                      | 6.08             |
|                 |                     |                          | cellular response to reactive oxygen species                                               | 5.55             |
|                 |                     |                          | intestinal absorption                                                                      | 5.38             |
|                 |                     |                          | response to hydrogen peroxide                                                              | 4.57             |
|                 |                     |                          | unsaturated fatty acid biosynthetic process                                                | 3.98             |
|                 |                     |                          | regulation of glycolysis                                                                   | 3.83             |
|                 | Other repeats (289) | 0                        |                                                                                            |                  |

Table S4. **Sequences used in this study.**

S3-1: gRNA sequences

|             | <b>Left gRNA + PAM</b>     | <b>Right gRNA + PAM</b>    |
|-------------|----------------------------|----------------------------|
| LTR.Ugt2b37 | CAATTGGTTTATCAACTCGC + AGG | GGGACTCATCGAAGTTTTTG + GGG |
| L1.Ugt2b37  | TTTTACTCTTAGCAGTCTGT + TGG | AATTTCTGTAATTGGGCCCC + AGG |
| L1.Suds3    | TCCTCTGGGGACATGACCGC + TGG | TGTGGCTCTTGAATGGTAG + GGG  |

S3-2: Genotyping primers

|             | <b>Flanking fwd</b>    | <b>Flanking Rev</b>   |
|-------------|------------------------|-----------------------|
| LTR.Ugt2b37 | GGGAAATGCTATACACACACCA | CATTATGTGCTGTGGACTGGA |
| L1.Ugt2b37  | CCAACTATCCCATGGCTCCT   | GCTGGGCTTCAACAACATCA  |
| L1.Suds3    | ACAGAAGACCCGAGAACACC   | GATCATGTCCACCTCCCTCC  |

S3-3:qPCR primers

|                                       | <b>Fwd primer</b>        | <b>Rev primer</b>        |
|---------------------------------------|--------------------------|--------------------------|
| Ugt2b37                               | GCCGATGGAATTCAGTCATT     | GACTTCATGGCCCCTCTGTA     |
| Suds3                                 | CCTTGTTTCAGGGTGGAAGAA    | CAGTAGGGCACGTGATGAGA     |
| Genotyping control region             | GCGTGTCGGGGCCAAATCCA     | TTTCTAGCCCCAGCTGACGCGC   |
| STAT3-ChIP qPCR (L1Md_F2)             | GGACACTTTGCCCTTCTTA      | TTATGGGATGGATCTCTGCAT    |
| Bisulfite Sanger sequencing (Fig. 7c) | AGGGGTTTTAGGTTTTAGGAAGAG | CCAAAATACTCAAAAAAACCTATC |

How the deposited data were processed for this re-analysis (not part of the article)

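FAIRE-seq of liver was analysed for 9 strains of male mice after 8 weeks of the HF/HS diet, 7 inbred and 2 recombinant, with 2 mice per strain and 18 samples in all. The authors aligned reads with bowtie1 to strain-specific versions of mm9 and kept reads with a single location, removed improper pairs and PCR duplicates, called peaks with F-seq in each library and combined the replicates with IDR. The version of these tools and the IDR threshold are not given in the sources used here. The deposited lists hold, for each peak, a position on mm9 and a signal value, which is the score of the authors' caller and is not stated to be scaled between strains. The authors formed the union with mergeBed, counted and quantile-normalized reads at its sites, tested them with DESeq and deposited the most variable and the most common sites as position lists. Reads, read counts and DESeq results were not analysed here.

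From the 9 peak lists and 2 site lists, the union of the 7 inbred strains was recomputed, and every site was marked as called in a strain where a peak overlapped it by at least 1 bp. Signal values were turned into percentiles within a strain. Genes came from GENCODE M1 on NCBIM37, the assembly that is mm9, and sequences from the same assembly. This sequence does not mark repeats, so the planned comparison of repeat-masked sequence was not run. Gene names that have changed were matched through synonyms, which found 214 of 216 listed genes, 2 of them by an older symbol. Igsf23 was not found by name and is not reported.

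Called strains per site, the spread of percentiles and motif densities were compared with permutation tests (100000 permutations), shares with Fisher's exact or exact binomial tests, and positions with 1000 random draws, circular shifts or exchanges of labels. Unless stated otherwise tests were two-sided, and p-values over chromosomes, subfamilies or lists were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The tests of strains per site, single-strain sites, spread, similarity, chromosomes, spacing, parental states, drawn loci, subfamilies and gene lists were chosen before the data were examined, as were the gene lists and the rule for the sites and genes that are named. The L1-like definition (a blastn alignment with at least 90% identity over 150 bp, expect value 1e-10), the motif search, the tests on them and the correlations with the share of reads kept were chosen afterwards. Counts under several settings of identity and length had been seen before the setting in use was chosen, and all 5 settings were computed. Sites are the units of the tests across sites, and neighbouring sites are not independent.

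The text names every locus that the paper draws or names for these data, listed genes with a variable site within 100 kb (30 of 99, those with the largest spread first, of which a part is given), the 5 sites with the largest spread among those called in at least 2 and missing in at least 2 inbred strains, the 3 densest 1 Mb windows, and the TE subfamilies that the paper names. The single L1-like common site was named after its values were seen. Some items that this rule would name are withheld and are not reported here.

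The paper's Table S1 gives 12159127 to 23766117 filtered reads per library of the inbred strains. Since the lists combine the replicates, neither the spread between replicates nor the effect of leaving out a replicate could be computed, and strains were left out in turn instead. Other alternatives were a stricter list of the 20000 peaks with the highest signal in each strain, other overlaps, windows, assignments and comparison sets, and autosomes alone.

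The steps were tested on simulated data. Merging matched a base-by-base union in 50 of 50 runs. The permutation test called 5.5% of 200 comparisons without a difference and 100% of 200 with 1 strain fewer per site. On a simulated chromosome with inherited segments, exchanged labels detected the segments in 97.5% of 40 runs and circular shifts in 2.5%. Of 40 sets of 12 simulated gene lists, the list with 45% of its genes at variable sites was called in 67.5%, so that a list of 18 genes can be missed.

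Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1 and blastn 2.17.0.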

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

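The test of read depth and the tests at L1-like sites were chosen after the results were seen. The test of GC content was chosen once the mean GC content of each strain's peaks had been seen, before the correlation it measures, and the test of clustering before its result. Of 10 measures compared over the 7 inbred strains, 7 had a strain whose distance from the nearest other strain was large for the range, where chance gives about 1 in 20, and 6 of the 7 strains were A/J.

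A/J stood apart in the variable sites called in it alone (765, next strain 105), union sites called in it alone (7185, next 2104) and union sites missing in it alone (3246, next 1005). It had a peak at 64.4% of the variable sites (next 44.0%), shared 24.9% of variable sites on average with the other strains (next 38.5%), and its peaks had a mean GC content of 60.1% (next 56.6%). BALB/cJ, the inbred strain with the next fewest filtered reads, had 6.54% as many variable sites called in it alone as A/J. By the rule of that test this would exclude read depth. The counts that prompted the test already fixed this outcome, and it was judged void after it was seen. BXH19/TyJ, with 14919820 and 8934168 filtered reads, had a peak at 35.6% of variable sites, and its peaks a mean GC content of 55.1%. For the GC content of peaks, the value argues against low depth as the whole cause. Variable sites were chosen without BXH19/TyJ, so sites particular to it could not enter. Its share of variable sites therefore cannot decide on depth. Single-strain sites were not counted for BXH19/TyJ, so depth stays open for them. GC content is a candidate explanation, since at the 14087 sites called in all 7 strains the rank of a site in A/J relative to the other strains rose with its GC content (Spearman's rho across sites 0.623, other strains between -0.431 and 0.0891). Of the single-strain variable sites of A/J, 38.4% lay within 100 kb of another. This was above all 1000 draws of union sites matched on chromosome and GC content (highest 28.8%). The draws were not matched on distance to a TSS, and 53.2% of these sites lay within 1 kb of one. Clustering of sites near genes was therefore not told apart from genotype. The genotype of A/J stays open as well, and more than one of these explanations may apply.

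DBA/2J had the fewest peaks, 26769, against 29914 in the next strain.

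At the L1-like sites called in C57BL/6J and not in C3H/HeJ, the share called in BXH2/TyJ exceeded that in BXH19/TyJ by 69.4 percentage points (exact binomial test on sites called in only one of the strains, two-sided, p = 1.8e-15). The test weighs sites, and each strain has 1 list. The weighing of this difference is given among the other observations.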

How the results depend on the processing

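Some alternatives, namely the L1-like settings, the motif settings, labels exchanged within chromosome and called parent, and those without the sites called in A/J only, were chosen after the results were seen, and the others before. Of 122 alternatives, 101 left a result with its direction and side of the threshold or, for a count, within 1.5 times, among them all for the strains per site (differences of -1.77 to -0.833), the spread of percentiles (0.171 to 19.0, on 2 scales) and the parental share of BXH19/TyJ (37.6 to 43.4%). An equal count can hide a change of members. With any TSS within 100 kb, 2 gene lists passed, but lipid synthesis and storage took the place of the major urinary proteins. Against all union sites 5 chromosomes passed, with 17 in place of X, and without the sites called in A/J only 6 passed, with 1 and 5 and without 7. With 20000 peaks per strain, the union fell to 32568 sites, variable sites called in a single strain to 707 and those in A/J alone to 372, as fewer peaks entered. Without A/J, the odds ratio for a peak in some strains only was 1.09 and 483 single-strain sites were left. This odds ratio keeps the 765 variable sites called in A/J only, which then have no peak. It therefore does not show that the result rests on A/J. With each of the other strains left out in turn, the odds ratio ran from 5.69 to 9.64. With peaks required to cover at least 50% of a site it was 19.9. Over all strains left out in turn, single-strain sites ran from 483 to 1156 and the union from 44008 to 49969. Sites in A/J alone ran from 776 to 851. With peaks required to cover at least 50% of a site, the top pair shared 55.9%. In a window of 1 Mb the spacing reversed (-1.75 percentage points), and at variable sites the parental share of BXH2/TyJ was 56.5%. For these 3 the cause was not tested. Neighbouring sites in BXH2/TyJ passed the test at 100 kb (1.06 percentage points above circular shifts), at variable sites (4.18) and against exchanged labels (2.43), and reversed with 1 site per 100 kb (-0.0513). In BXH19/TyJ the value with circular shifts was -0.0165, and it turned positive at 100 kb (0.620, not past the threshold), at variable sites (4.40) and against exchanged labels (2.22), the last 2 past the threshold. For these neighbours, the gene lists, L1-like and motif counts below, the cause was not tested. No gene list passed with a TSS within 10 kb (0) or against genes with a common site (0). MHC class I antigen presentation kept odds ratios of 4.61 and 8.12 in these settings, and the major urinary proteins had 1 of 10 and 7 of 7. At 95% identity 64 variable sites were L1-like, at 80% over 100 bp 142 and at 85% over 150 bp 132. TTCCNGGAA gave -0.0446 motifs per kb, and sites closer to L1Md_T, exchanged within GC quintiles, 0.114, which did not pass. Against random sites 0 L1Md subfamilies passed. A peak midpoint in place of any overlap changed no call at the variable and common sites, since each site holds its peaks whole, and is void as a check. No paired analysis was possible because the lists combine both replicates of a strain. Leaving out replicates and the repeat-masked share of sites were not run. Depth can limit calls of weak sites, which was not tested here. Among the inbred strains A/J and BALB/cJ have the fewest filtered reads.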

Differences from the paper's values

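The L1-like settings were chosen after the values were seen, and no alternative fixed before the data were examined applies to the count below. The paper counts 40 L1Md elements accessible in C57BL/6J and BXH2/TyJ and not in C3H/HeJ and BXH19/TyJ, and 75 L1-like union sites had this pattern. The paper's elements come from a repeat annotation and the L1-like sites from sequence similarity, so the groups are not the same. Of the settings run, 95% identity over 150 bp, chosen after seeing the values, gave 45 sites, within 1.5 times of the paper's number, and the others gave 65 to 87. Which of the paper's elements each setting drops cannot be said, since the paper does not list them. The number of sites in the union, the number of variable sites and the peaks of every strain equal the paper's as first computed. Of the alternatives for the union, the stricter lists gave 32568, against 50775 in the paper, and the others gave 44008 to 51957, within 1.5 times of it, as did the mean on autosomes (29371 peaks, against 29752 in the paper).

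The paper states that variability is not caused by one strain that differs strongly from the rest. In the tally, 1467 of the 2539 variable sites were called in 2 or more strains, and of the 1072 called in a single strain 765 were called in A/J. The paper presents the LTR upstream of Ugt2b37 among TEs at variable sites and draws a peak in BALB/cJ in Fig. 5c. The deposited lists hold a peak there in AKR/J alone, from 87684921 to 87685225, and the site is not among the variable sites. The paper describes the LTR in Enpp1 as present in C57BL/6J, CBA/J and DBA/2J with an accessible region. The variable site there was called in CBA/J only, which is also the strain with the highest track in Fig. 7b.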

Other observations

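The tests at L1-like sites and of long chromosome segments were chosen after the results were seen, and the test of neighbouring sites against circular shifts and that of labels exchanged with GC content before. The window on chromosome 8 from 19685231 has 31 variable, 0 common and 103 union sites, and all 31 were called in DBA/2J, 28 in A/J and 5 in BALB/cJ. The window on chromosome 11 has a similar order, with 24 of its 26 called in DBA/2J and in C57BL/6J, 22 in A/J and 8 in BALB/cJ. In both windows BALB/cJ had the fewest calls, as at the L1-like sites, where low calls could not be separated from the libraries. The window on chromosome 17 over the major histocompatibility complex has 26 variable and 4 common sites, with 17 called in A/J, 14 in C57BL/6J and 6 in BALB/cJ. Among Mup genes, Mup9 has a variable site 44970 bp away (chromosome 4, 60388209 to 60388486), called in A/J, AKR/J, C57BL/6J, DBA/2J and BXH2/TyJ. A site in an exon of Orm3, 1855 bp upstream of the acute phase gene Orm2 (chromosome 4, 63020214 to 63021628), was called in BALB/cJ, C57BL/6J, C3H/HeJ and DBA/2J.

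Of the 72 L1-like variable sites called in C57BL/6J and not in C3H/HeJ, BXH2/TyJ had a peak at 61 and BXH19/TyJ at 11. Of the 50 of these sites called in only one of the recombinant strains, 100% were called in BXH2/TyJ (95% confidence interval 92.9 to 100%), on 18 chromosomes, where inheritance of the genotype at each site, as the whole cause, would divide them between the strains. Other union sites called in C57BL/6J and not in C3H/HeJ were drawn 1000 times, matched on chromosome and GC quintile. The 84.7% called in BXH2/TyJ was above every draw (highest 44.4%). On average the draws gave 27.2% in BXH2/TyJ and 41.8% in BXH19/TyJ, the opposite order. This argues against GC content as the whole cause, at the resolution of quintiles. The draws were not limited to variable sites. L1-like variable sites have a low mean GC content (39.4%), so GC content within a quintile stays open. The loss of reads to filtering is a candidate explanation. Across the 9 strains the share of L1-like sites called rose with the share of reads kept (Spearman's rho 0.803, exact permutation test, two-sided, p = 0.0124). That test takes the recombinant strains and their parents as independent. BXH2/TyJ kept 92.5% of its reads and BXH19/TyJ 64.2%. A difference at a distant gene, inherited by BXH2/TyJ from C57BL/6J, was not tested and stays open beside the loss of reads.

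At sites where only one parent had a peak, neighbouring sites of a recombinant strain were compared for the same parent's state. By the test fixed beforehand, the share of such pairs within 1 Mb exceeded the mean of 1000 circular shifts by 0.127 percentage points in BXH2/TyJ and fell within the middle 95% of shifts in both strains, which as that test was written would exclude inheritance of local genotype. Circular shifts keep the order of the parental states, however, and every shift lay above every exchange of labels, so the test was judged void after its result was seen, and local genotype cannot be told apart from other causes by it. On simulated segments, circular shifts found them in 2.5% of 40 runs. With labels exchanged within chromosome, called parent and GC content, the smaller excess was 2.01 percentage points (one-sided permutation p = 1e-03 in both strains, the smallest that 1000 exchanges can give), which argues against GC content and the called parent as the whole cause. The excess at 1 to 5 Mb was at most 13.2% of that within 100 kb over all discordant sites, too short-ranged for long segments alone, although at variable sites it was 59.5% in BXH19/TyJ and 12.0% in BXH2/TyJ, so that segments may contribute there.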
